# Bulk RNA sequencing dataset of Claudin-low breast cancer cell lines with Neuropilin-1 knockdown

**DOI:** 10.1038/s41597-025-06332-7

**Published:** 2025-12-01

**Authors:** Layla-Rose Lynam, Anja Rockstroh, Melanie Lehman, Yu Hin Tang, Minh Long Ngoc Nguyen, Philip A. Gregory, Colleen C. Nelson, Marianna Volpert, Brett G. Hollier

**Keywords:** Breast cancer, Breast cancer

## Abstract

Triple-negative breast cancers (TNBC) are a particularly aggressive breast cancer subtype with poor prognosis and high relapse rates. Due to a lack of identified targeted therapies, chemotherapy currently remains as the primary treatment for TNBC. Approximately 25–39% of TNBC are claudin-low breast cancers, which are mainly defined by low expression of cell-cell adhesion proteins and enrichment of mesenchymal signatures. Functional studies have demonstrated the potential role of the transmembrane-coreceptor, Neuropilin-1 (NRP1) in regulating the progression of these tumours. However, there have been no high-throughput studies to date that comprehensively investigate NRP1-modulated cell-signalling across multiple claudin-low cell lines. Therefore, we treated HS578T, MDA-MB-231 and SUM159PT claudin-low cell lines with either a non-targeting (NT) control or two NRP1-targeting small-interfering RNA (siRNA) or short-hairpin RNA (shRNA) sequences and followed this with bulk-RNA sequencing. We present this comprehensive transcriptomic dataset which provides a valuable resource for understanding both the transcriptomic landscape of claudin-low breast cancer and NRP1-regulated signalling pathways. Therefore, paving the way for future studies of its potential as a therapeutic target.

## Background & Summary

Breast cancer (BrCa) is a highly heterogeneous disease that can be divided into five intrinsic subtypes according to a 50-gene signature (PAM-50) classification which are luminal A, luminal B, human epidermal growth factor receptor 2 (HER2)-positive, basal-like and normal-like. Further molecular sub-classification is by estrogen receptor (ER), progesterone receptor (PR) and HER2 expression, which is defined as ER/PR-positive, HER2-enriched or triple-negative (TNBC), which do not express ER, PR or HER2^1,2^.

Triple-negative breast cancer (TNBC) comprises between 10–20% of all diagnosed breast cancers and is particularly aggressive, with metastatic disease developing in more than 30% of patients and tumour recurrence as soon as 2–3 years from diagnosis^2–7^. Because TNBCs lack expression of ER, PR and HER2, the available HER2 and hormone-receptor targeted therapies are ineffective for TNBC. This consequently results in chemotherapy remaining as the primary treatment regime^7^. Poly ADP ribose polymerase (PARP) inhibitors and Programmed cell death-ligand 1 (PD-L1) immunotherapy treatments have demonstrated significant clinical benefit, however only for subsets of TNBC that either carry BRCA mutations or are PD-L1 positive^8–10^. Hence, there is clinical demand for further research into potential targeted therapies for TNBC.

Approximately 25–39% of TNBC are further sub-classified as claudin-low breast cancer^2,11,12^. Claudin-low breast cancer was identified in 2007 and was thought to be a distinct intrinsic subtype, however research over recent years lead to a redefinition of claudin-low as an additional molecular subgroup that is acquired by the main intrinsic breast cancer subtypes^12–15^. Claudin-low breast cancer is defined by low expression of cell-cell adhesion proteins such as claudin-3, −4 −7 (*CLDN3, CLDN4, CLDN7*) and E-cadherin (*CDH1*) and enrichment of epithelial to mesenchymal transition (EMT) and cancer stem-cell signatures including Zinc finger E-box-binding homeobox 1 (*ZEB1*), Snail Family Transcriptional Repressor 1 (*SNAI1*), Vimentin (*VIM*), Integrin alpha 6 (*ITGA6*) and Aldehyde Dehydrogenase 1 (*ALDH1*)^6,12,13^. These tumours additionally exhibit aberrant activation of oncogenic signalling pathways including RAS-MAPK^6,12–15^. These characteristics result in claudin-low breast cancer being the most primitive and least differentiated subtype, with close resemblance to mammary epithelial stem cells^6,12–15^.

Neuropilin-1 (NRP1) is a 120 kDa transmembrane co-receptor protein that has been associated with several physiological processes including immunological and cardiovascular development, neuronal guidance, cell migration and angiogenesis^16^. NRP1 is known to have two main protein forms: transmembrane and soluble^16,17^. Transmembrane NRP1 is the most well characterised and consists of a small intracellular domain, transmembrane domain and an extracellular domain^18–20^. The extracellular domain function is well characterised as the binding site of most extracellular ligands and is divided into the N-terminal complement-binding CUB domain (a1/a2), coagulation factor V/VIII (b1/b2) domain, and a meprin or MAM domain (c)^16,19^. The transmembrane and meprin domains are essential for NRP1 dimerization to maintain functionality of co-receptor activity whereas the function of the intracellular domain remains unclear^18^. Soluble-NRP1 exists without the intracellular/cytoplasmic or transmembrane domains but still expresses an extracellular domain and therefore can bind extracellular ligands^16,17^. However, the functions of soluble-NRP1 are not well understood^16,17^. As a co-receptor, NRP1 dimerises to a broad spectrum of growth factor receptors including VEGFR, EGFR and PDGFR to enhance binding of the corresponding ligands^21–26^. In cancer, this consequently results in the activation of various oncogenic signalling cascades that promote tumorigenic processes such as angiogenesis, metastasis and invasion^16,27–30^.

We previously reported that NRP1 is more highly expressed in claudin-low breast cancers in comparison to Luminal A, Luminal B, HER2, Basal-like and Normal-like breast cancer^2^. Upon knockdown of NRP1 in triple-negative claudin-low cell lines, *in-vivo* tumour growth and *in-vitro* proliferation were significantly reduced^2^. Additionally, we saw decreased *ZEB1* and *ITGA6* expression as well as reduced PDGFR and EGFR activation in response to *NRP1* knockdown *in-vitro*^2^. This implicated NRP1 as a key driver of claudin-low breast cancer progression, namely through EMT and RAS-MAPK regulation^2^. However, the knowledge of the role of NRP1 in claudin-low breast cancer remains limited. Aside from a study by Al-Zeheimi *et al*.^31^ which performed transcriptional analysis of the effect of NRP1 knockout by CRISPR-Cas9 in the claudin-low MDA-MB-231 cell line, there have been no high-throughput studies to date that comprehensively investigate NRP1-modulated cell signalling across multiple claudin-low cell lines^31^.

Therefore, in this study, we knocked-down *NRP1* by two small-interfering RNA (siRNA) and two short-hairpin RNA (shRNA) sequences in each of the HS578T, MDA-MB-231 and SUM159PT claudin-low cell lines^31^ and followed this with bulk-RNA sequencing. This generated a comprehensive transcriptomic dataset (consisting of 52 samples, Fig. 1) which provides a valuable resource for in depth analysis of the cellular pathways that are altered in the absence of NRP1 in these cell lines. Understanding the NRP1-regulated signalling cascades using this dataset could pave the way for future studies of NRP1 as a potential targeted therapeutic for claudin-low breast cancers, which could be administered for a substantial portion of TNBCs.

**Fig. 1:**
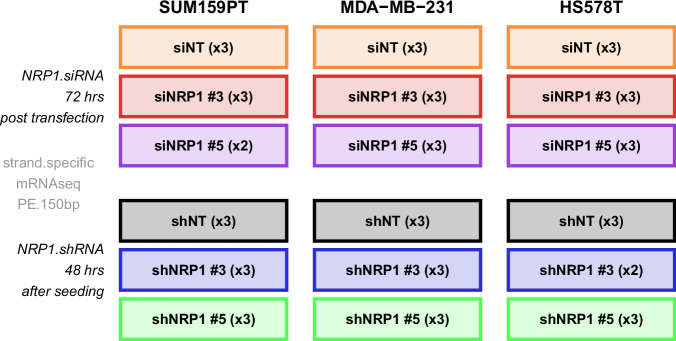
Schematic summary of dataset. Schematic summarising all cell lines and NRP1-targeting siRNA and shRNA conditions within this dataset, in addition to the number of biological replicates and experiment timepoints.

## Methods

The following sections detail the methods involved from RNA sample collection to sequencing and processing of the sequencing data. For a schematic summary of this dataset see Fig. 1. For a list and description of all 52 samples in this dataset see Tables 2–4. Two to three independent biological replicates are provided for each treatment condition.

### Cell culture

MDA-MB-231, HS578T and SUM159PT (SUM159) claudin-low breast cancer cell lines were obtained from the American Type Culture Collection (ATCC) and maintained in Dulbecco’s Modified Eagle Medium (DMEM), High Glucose, Pyruvate supplemented with 10% Fetal Bovine Serum (FBS) both from Gibco, Thermo Fisher Scientific. These cell lines were authenticated by short tandem replicate analysis at the Genomics Research Centre (Queensland University of Technology, Australia) and tested for mycoplasma using the Lonza MycoAlert mycoplasma detection kit at the Translational Research Institute (Brisbane, Australia). HEK293T cells were sourced from the ATCC and cultured in DMEM, High Glucose, Pyruvate supplemented with 5% FBS (Gibco, Thermo Fisher Scientific). All cells were maintained at 37 °C, 5% CO2.

### NRP1 knockdown by siRNA

Following the same reverse transfection methodology as previously reported^2^, 20 nM siRNA was reverse transfected into 0.7 × 10^6^ SUM159PT, MDA-MB-231 and HS578T cells using 1:500 Lipofectamine™ RNAiMAX Transfection Reagent (Invitrogen, Thermo Fisher Scientific) and 1:10 Opti-MEM™ Reduced Serum Medium (Gibco, Thermo Fisher Scientific) to DMEM supplemented with 10% FBS (Gibco, Thermo Fisher Scientific). RNA was harvested at 72 hrs post-transfection. A predesigned Silencer™ Select non-targeting siRNA (siNT) (Negative Control siRNA No. 1, #4390844, Thermo Fisher Scientific) was used in addition to two custom Silencer™ Select NRP1-targeting siRNAs (Thermo Fisher Scientific). The NRP1 siRNA sequences (sense) were as follows: siNRP1#3, 5′ UAACCACAUUUCACAAGAA 3′ and siNRP1#5, 5′ CAGCCUUGAAUGCACUUAU 3′. siNRP1#3 targets transmembrane-NRP1 only, whereas siNRP1#5 targets both transmembrane and soluble NRP1 (Fig. 6c).

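On chromosome 10 of GRCh38, the siNRP1#3 sequence matched the minus strand from 33185638 to 33185656, which is exon 15 of NRP1-206 and lies in its coding sequence. In the direction of transcription the reference reads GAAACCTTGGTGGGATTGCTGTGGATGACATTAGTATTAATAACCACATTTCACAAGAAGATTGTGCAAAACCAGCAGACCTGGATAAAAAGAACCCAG, with the site TAACCACATTTCACAAGAA in its middle. This site covered positions 2688 to 2706 of NRP1-206 and was present in full in 4 of the 14 NRP1 transcripts, NRP1-201, NRP1-206, NRP1-207 and NRP1-208, which are the transmembrane transcripts drawn in Fig. 6c. In NRP1-209, which begins inside the site, 18 of its 19 bases were present. None of its bases lay in NRP1-204. The siNRP1#5 sequence matched from 33263779 to 33263797 in exon 4, at positions 792 to 810 of NRP1-206. The reference around it reads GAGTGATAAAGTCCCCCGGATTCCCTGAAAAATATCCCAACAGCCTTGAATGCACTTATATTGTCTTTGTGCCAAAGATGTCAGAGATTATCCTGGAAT. These positions come from an annotation on the same genome build as the authors' and of an earlier GENCODE release, in which the identifiers and versions of the NRP1 transcripts were those of the deposited values.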

### NRP1 knockdown by shRNA

Following the same shRNA transduction methodology as previously reported^2^, lentiviral media was produced by seeding 1.5 × 10^6^ HEK293T cells per shRNA in 10 mL of DMEM, High Glucose, Pyruvate supplemented with 10% heat inactivated FBS (Gibco, Thermo Fisher Scientific). FBS heat inactivation was done by a 30-minute incubation in a 56 °C water bath. At 50–60% confluency, the HEK293T cells were transfected with 200 µL of lentiviral transfection mix. Transfection mix was prepared as follows: serum-free DMEM (Gibco), 12 µL X-tremeGENE™ HP DNA Transfection Reagent (Sigma Aldrich), 1.8 µg pCMV Delta 8.2 R (Addgene), 0.2 µg pCMV-VSV-G (Addgene) and 2.0 µg of shRNA cloned to the pLKO.1 lentiviral vector (Addgene) was combined to a 200 µL final volume and incubated for 15 minutes at room temperature before adding to the HEK293T cells. Following an overnight incubation at 37 °C with 5% CO_2_, all media/transfection mix was aspirated from the HEK293T cells and replaced with 7 mL of regular culture media. Viral supernatant was then harvested at 48 hrs and 72 hrs post-transfection.

For transduction of the shRNA, 0.7 × 10^6^ HS578T, MDA-MB-231 and SUM159PT cells per shRNA sequence were cultured to 30–50% confluency. The cells were then incubated at 37 °C overnight in 4.6 mL of previously harvested lentiviral supernatant with 6 µg/mL of protamine sulfate (Sigma Aldrich). Successfully transduced cells were selected with 1 µg/mL puromycin (Gibco, Thermo Fisher Scientific) for three days before experimental use. Once 80–90% confluent post-selection, cells were seeded at 0.7 × 10^6^ and RNA was harvested after 48 hrs. Consecutive cell passages were collected as biological replicates.

The shRNAs used were a non-targeting shRNA (shNT) (Thermo Fisher Scientific), and two NRP1-targeting shRNA sequences obtained from Thermo Fisher Scientific. 

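The sense sequence of shNRP1#3, GCUGUGGAUGACAUUAGUAUU, has 21 bases and matched chromosome 10 of GRCh38 from 33185659 to 33185679 on the minus strand, in exon 15 and the coding sequence of NRP1-206. The reference around this site reads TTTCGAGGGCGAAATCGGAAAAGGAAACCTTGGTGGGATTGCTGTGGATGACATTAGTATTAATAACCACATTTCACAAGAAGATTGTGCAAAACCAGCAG in the direction of transcription. No base of the site lay in NRP1-204 or in NRP1-209.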

Sequences (sense) were as follows: shNRP1#3, 5ʹ GCUGUGGAUGACAUUAGUAUU 3ʹ and shNRP1#5, 5′ CAGCCUUGAAUGCACUUAU 3′. Similarly to the siRNA sequences, shNRP1#3 targets transmembrane-NRP1 only, whereas shNRP1#5 targets transmembrane and soluble NRP1. Note that the sequences for siNRP1#5 and shNRP1#5 are identical, whereas siNRP1#3 and shNRP1#3 sequences differ from each other, with their mapping sites being offset by about 20 nucleotides and hence, are targeting a slightly different subset of transcript variants (Fig. 6c).

### RNA Isolation, cDNA synthesis and Reverse-Transcription quantitative Polymerase-Chain-Reaction (RT-qPCR)

Cells were lysed with TRIzol reagent (Thermo Fisher Scientific, Invitrogen) and RNA extraction was performed as per manufacturer’s instructions using the Direct-zol^TM^ RNA Miniprep Plus kit (Zymo Research). RNA concentration and purity was determined using the NanoDrop™ 1000 Spectrophotometer (Thermo Fisher Scientific). A 260/280 ratio of ~2.0 was considered pure. Synthesis of 1 µg of cDNA was performed using the SensiFAST™ cDNA Synthesis Kit (Meridian Bioscience) as per manufacturer’s instructions. RT-qPCR was prepared using the SYBR™ Green PCR Master Mix (Applied Biosystems, Thermo Fisher Scientific), 10 µM of reverse and forward primers and 1:10 cDNA. The QuantStudio 6 Real-Time PCR System (Thermo Fisher Scientific) was used with the default standard run settings. Gene expression was determined using the comparative Ct method, with RPL32 as the housekeeping gene. Custom primer sequences used from Sigma Aldrich were as follows: Total NRP1 (FWD 5′ AGGACAGAGACTGCAAGTATGAC 3′, REV 5′ AACATTCAGGACCTCTCTTGA 3′, see Fig. 6c for mapping site), Transmembrane NRP1 (FWD 5′ CGAGGGCGAAATCGGAAAAGG 3′, REV 5′ CTTCGTATCCTGGCGTGCT 3′, see Fig. 6c for mapping site) and RPL32 (FWD 5′ GCACCAGTCAGACCGATATG 3′, REV 5′ ACTGGGCAGCATGTGCTTTG 3′). Statistics were determined by one-way analysis of variance (ANOVA) and Dunnett’s post-hoc multiple comparisons test within GraphPad Prism v10.0.2.

### RNA Quality validation

RNA quality and integrity was validated using the 2100 Bioanalyzer (Agilent Technologies) to determine the RNA integrity number (RIN). Sample preparation was done using the RNA 6000 Nano Kit (Agilent Technologies) according to manufacturer’s instructions. Bioanalyzer results showed that each RNA sample submitted had a RIN > 9.

### Library preparation and RNAseq

RNA was submitted to the QUT Central Analytical Research Facility (CARF), Brisbane, Queensland for library preparation and sequencing. Library preparation was performed using the Illumina TruSeq Stranded mRNA Sample Prep Kit (Illumina, strand-specific, polyA enriched) with an input of 500 ng total RNA. This was followed by paired-end sequencing using the MGI DNBSEQ-G400 sequencer with a read length of 150 bp aiming for a depth of ~40 M read pairs per sample. All samples were multiplexed across all flow cells and lanes.

### Raw data processing, alignment and quality control

For each sample, the de-multiplexed raw reads underwent quality control using the FastQC v0.11.9 tool^32^, after which the (good quality) FASTQ files from separate flow cells and/or lanes were combined, respectively. The combined FASTQ raw reads for each sample were then trimmed using TrimGalore v0.6.5^33^, followed by another quality check with FastQC. STAR aligner v2.7.2b^34^ was used for alignment to the human genome (GRCh38/hg38) and transcriptome (Ensembl.v.114/Gencode.v.48, May-2025). RSEM v1.3.3^35^ was used for read quantification, where transcript-level counts, isoform percentages and TPM values, as well as gene-level counts and TPM values were determined. Detailed tool parameters are provided in Table 1 below. Downstream data processing was performed using the R Statistical Software (version 4.4.3 2025-02-28 ucrt)^36^ scripted in the RStudio Integrated Development Environment (version 2024.12.1.563)^37^. Between-sample ‘Trimmed Mean of M-values’ (TMM) normalisation followed by counts per million (CPM) and Fragments Per Kilobase of transcript per Million mapped reads (FPKM) quantification was then completed using the R package edgeR (v.4.4.2)^38,39^. To quality control for microbial contamination, Kraken2 v2.0.9beta^40^ was used with default settings to align the unmapped reads from the STAR output to a comprehensive microbiome reference. MultiQC v1.9^41^ was used to generate STAR aligner, FastQC and Kraken2 data reports. For Multidimensional scaling (MDS) analysis, the R package edgeR (v.4.4.2)^38,39^ was used. The transcript-level and gene-level counts after TMM normalisation were used for transcript-level and gene-level MDS analysis. All plots were generated using the R package ggplot2 (v.4.0.0)^42^, as well as cowplot (v.1.2.0)^43^ to arrange composite figures.

**Table 1:** Tools, tool versions and parameters used for raw data processing.

tool version	parameters
**TrimGalore.v.0.6.5**	trim_galore --fastqc --paired --retain_unpaired --length 75 --clip_r1 10 --clip_r2 10
**STAR.v.2.7.2b**	STAR–runMode alignReads \ --readFilesCommand zcat \ --limitBAMsortRAM 80000000000 \ --quantMode TranscriptomeSAM \ --twopassMode Basic \ --alignIntronMax 1000000 \ --alignIntronMin 20 \ --alignMatesGapMax 1000000 \ --alignSJDBoverhangMin 10 \ --alignSJstitchMismatchNmax 5 -1 5 5 \ --alignSJoverhangMin 10 \ --chimJunctionOverhangMin 12 \ --chimNonchimScoreDropMin 10 \ --chimMultimapNmax 20 \ --chimMultimapScoreRange 3 \ --chimOutJunctionFormat 1 \ --chimSegmentMin 12 \ --chimScoreJunctionNonGTAG -4 \ --peOverlapMMp 0.1 \ --peOverlapNbasesMin 12 \ --outFilterMismatchNmax 999 \ --outFilterMismatchNoverReadLmax 0.04 \ --outFilterMultimapNmax 20 \ --outFilterType BySJout \ --outReadsUnmapped Fastx \ --outSAMtype BAM SortedByCoordinate \ --outWigNorm None \ --outWigType wiggle \ --outSAMunmapped Within \ --outSAMstrandField intronMotif
**RSEM.v.1.3.3**	rsem-calculate-expression --bam --paired-end --alignments --no-bam-output --seed 12345 -p 12 --forward-prob 0
**Kraken2.v2.0.9beta**	kraken2 \ --threads $task.cpus \ --db $db \ --paired \ --use-names \ --classified-out ${sample_name}-classified#.fastq \ --unclassified-out ${sample_name}-unclassified#.fastq \ --output ${sample_name}-kraken2-output.txt \ --report ${sample_name}-kraken2-report.txt \ $read1 $read2

## Data Records

This bulk mRNA-seq dataset is available for download from the NCBI Gene Expression Omnibus under GEO accession number **GSE266566**^44^ and is summarised in Fig. 1 and Tables 2–4. The GEO entry includes 104 de-multiplexed raw FASTQ files after combining lanes (R1 and R2 from paired-end sequencing), a metadata file describing the samples and the experimental details, as well as RSEM-derived transcript and gene-level raw counts, TPM values and isoform percentages. Raw data is provided on GEO as a link to the Sequence Read Archive (SRA) database.

**Table 2:** Overview of the 17 SUM159PT samples.

Sample Name	Description	GEO ID
NRP1-SUM159-siNT-RNA.1	SUM159PT with non-targeting siRNA, biological replicate 1	GSM8250668
NRP1-SUM159-siNT-RNA.2	SUM159PT with non-targeting siRNA, biological replicate 2	GSM8250669
NRP1-SUM159-siNT-RNA.3	SUM159PT with non-targeting siRNA, biological replicate 3	GSM8250670
NRP1-SUM159-siNRP1.3-RNA.1	SUM159PT with NRP1 siRNA sequence 3, biological replicate 1	GSM8250663
NRP1-SUM159-siNRP1.3-RNA.2	SUM159PT with NRP1 siRNA sequence 3, biological replicate 2	GSM8250664
NRP1-SUM159-siNRP1.3-RNA.3	SUM159PT with NRP1 siRNA sequence 3, biological replicate 3	GSM8250665
NRP1-SUM159-siNRP1.5-RNA.2	SUM159PT with NRP1 siRNA sequence 5, biological replicate 2	GSM8250666
NRP1-SUM159-siNRP1.5-RNA.3	SUM159PT with NRP1 siRNA sequence 5, biological replicate 3	GSM8250667
NRP1-SUM159-shNT-RNA.1	SUM159PT with non-targeting shRNA, biological replicate 1	GSM8250660
NRP1-SUM159-shNT-RNA.2	SUM159PT with non-targeting shRNA, biological replicate 2	GSM8250661
NRP1-SUM159-shNT-RNA.3	SUM159PT with non-targeting shRNA, biological replicate 3	GSM8250662
NRP1-SUM159-shNRP1.3-RNA.1	SUM159PT with NRP1 shRNA sequence 3, biological replicate 1	GSM8250654
NRP1-SUM159-shNRP1.3-RNA.2	SUM159PT with NRP1 shRNA sequence 3, biological replicate 2	GSM8250655
NRP1-SUM159-shNRP1.3-RNA.3	SUM159PT with NRP1 shRNA sequence 3, biological replicate 3	GSM8250656
NRP1-SUM159-shNRP1.5-RNA.1	SUM159PT with NRP1 shRNA sequence 5, biological replicate 1	GSM8250657
NRP1-SUM159-shNRP1.5-RNA.2	SUM159PT with NRP1 shRNA sequence 5, biological replicate 2	GSM8250658
NRP1-SUM159-shNRP1.5-RNA.3	SUM159PT with NRP1 shRNA sequence 5, biological replicate 3	GSM8250659

**Table 3:** Overview of the 18 MDA-MB-231 samples.

Sample Name	Description	GEO ID
NRP1-MDA.MB.231-siNT-RNA.1	MDA-MB-231 with non-targeting siRNA, biological replicate 1	GSM8250651
NRP1-MDA.MB.231-siNT-RNA.2	MDA-MB-231 with non-targeting siRNA, biological replicate 2	GSM8250652
NRP1-MDA.MB.231-siNT-RNA.3	MDA-MB-231 with non-targeting siRNA, biological replicate 3	GSM8250653
NRP1-MDA.MB.231-siNRP1.3-RNA.1	MDA-MB-231 with NRP1 siRNA sequence 3, biological replicate 1	GSM8250645
NRP1-MDA.MB.231-siNRP1.3-RNA.2	MDA-MB-231 with NRP1 siRNA sequence 3, biological replicate 2	GSM8250646
NRP1-MDA.MB.231-siNRP1.3-RNA.3	MDA-MB-231 with NRP1 siRNA sequence 3, biological replicate 3	GSM8250647
NRP1-MDA.MB.231-siNRP1.5-RNA.1	MDA-MB-231 with NRP1 siRNA sequence 5, biological replicate 1	GSM8250648
NRP1-MDA.MB.231-siNRP1.5-RNA.2	MDA-MB-231 with NRP1 siRNA sequence 5, biological replicate 2	GSM8250649
NRP1-MDA.MB.231-siNRP1.5-RNA.3	MDA-MB-231 with NRP1 siRNA sequence 5, biological replicate 3	GSM8250650
NRP1-MDA.MB.231-shNT-RNA.1	MDA-MB-231 with non-targeting shRNA, biological replicate 1	GSM8250642
NRP1-MDA.MB.231-shNT-RNA.2	MDA-MB-231 with non-targeting shRNA, biological replicate 2	GSM8250643
NRP1-MDA.MB.231-shNT-RNA.3	MDA-MB-231 with non-targeting shRNA, biological replicate 3	GSM8250644
NRP1-MDA.MB.231-shNRP1.3-RNA.1	MDA-MB-231 with NRP1 shRNA sequence 3, biological replicate 1	GSM8250636
NRP1-MDA.MB.231-shNRP1.3-RNA.2	MDA-MB-231 with NRP1 shRNA sequence 3, biological replicate 2	GSM8250637
NRP1-MDA.MB.231-shNRP1.3-RNA.3	MDA-MB-231 with NRP1 shRNA sequence 3, biological replicate 3	GSM8250638
NRP1-MDA.MB.231-shNRP1.5-RNA.1	MDA-MB-231 with NRP1 shRNA sequence 5, biological replicate 1	GSM8250639
NRP1-MDA.MB.231-shNRP1.5-RNA.2	MDA-MB-231 with NRP1 shRNA sequence 5, biological replicate 2	GSM8250640
NRP1-MDA.MB.231-shNRP1.5-RNA.3	MDA-MB-231 with NRP1 shRNA sequence 5, biological replicate 3	GSM8250641

**Table 4:** Overview of the 17 HS578T samples.

Sample Name	Description	GEO ID
NRP1-HS578T-siNT-RNA.1	HS578T with non-targeting siRNA, biological replicate 1	GSM8250633
NRP1-HS578T-siNT-RNA.2	HS578T with non-targeting siRNA, biological replicate 2	GSM8250634
NRP1-HS578T-siNT-RNA.3	HS578T with non-targeting siRNA, biological replicate 3	GSM8250635
NRP1-HS578T-siNRP1.3-RNA.1	HS578T with NRP1 siRNA sequence 3, biological replicate 1	GSM8250627
NRP1-HS578T-siNRP1.3-RNA.2	HS578T with NRP1 siRNA sequence 3, biological replicate 2	GSM8250628
NRP1-HS578T-siNRP1.3-RNA.3	HS578T with NRP1 siRNA sequence 3, biological replicate 3	GSM8250629
NRP1-HS578T-siNRP1.5-RNA.1	HS578T with NRP1 siRNA sequence 5, biological replicate 1	GSM8250630
NRP1-HS578T-siNRP1.5-RNA.2	HS578T with NRP1 siRNA sequence 5, biological replicate 2	GSM8250631
NRP1-HS578T-siNRP1.5-RNA.3	HS578T with NRP1 siRNA sequence 5, biological replicate 3	GSM8250632
NRP1-HS578T-shNT-RNA.1	HS578T with non-targeting shRNA, biological replicate 1	GSM8250624
NRP1-HS578T-shNT-RNA.2	HS578T with non-targeting shRNA, biological replicate 2	GSM8250625
NRP1-HS578T-shNT-RNA.3	HS578T with non-targeting shRNA, biological replicate 3	GSM8250626
NRP1-HS578T-shNRP1.3-RNA.1	HS578T with NRP1 shRNA sequence 3, biological replicate 1	GSM8250619
NRP1-HS578T-shNRP1.3-RNA.2	HS578T with NRP1 shRNA sequence 3, biological replicate 2	GSM8250620
NRP1-HS578T-shNRP1.5-RNA.1	HS578T with NRP1 shRNA sequence 5, biological replicate 1	GSM8250621
NRP1-HS578T-shNRP1.5-RNA.2	HS578T with NRP1 shRNA sequence 5, biological replicate 2	GSM8250622
NRP1-HS578T-shNRP1.5-RNA.3	HS578T with NRP1 shRNA sequence 5, biological replicate 3	GSM8250623

Our dataset comprises 52 samples in total, derived from the 3 claudin-low breast cancer cell lines HS578T, MDA-MB-231 and SUM159PT. For each model, NRP1 was knocked down using 2 siRNA and 2 shRNA sequences, as well as the non-targeting control RNAs, respectively. 

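RNA from SUM159PT, MDA-MB-231 and HS578T, which are established human breast cancer cell lines, was sequenced as stranded, poly(A)-enriched libraries after 1 of 6 treatments. Cells were reverse transfected with 20 nM of a non-targeting siRNA (siNT), siNRP1#3 or siNRP1#5 and harvested after 72 hrs, or were transduced with lentivirus carrying a non-targeting shRNA (shNT), shNRP1#3 or shNRP1#5, selected with puromycin and harvested 48 hrs after seeding. The 52 samples formed 18 groups of 3, apart from SUM159PT siNRP1#5 (replicates 2 and 3) and HS578T shNRP1#3 (replicates 1 and 2), which had 2 samples each. HS578T and SUM159PT had 17 samples each and MDA-MB-231 had 18. With RSEM, the authors derived expected counts and TPM for 78894 genes and 387954 transcripts, and the percentage that each transcript contributed to its gene. The deposited expected counts were not scaled for library size. They added up to between 25310443 and 72003442 per sample over genes, with a median of 44804505. The median was 44296963 in SUM159PT, 47598086 in MDA-MB-231 and 42601033 in HS578T. The 10 most abundant genes of a sample took between 5.45 and 12.5% of its counts.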

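For differential expression, the expected counts per gene were rounded, genes with low counts were removed with filterByExpr of edgeR, and the counts were normalised by TMM. All samples of a cell line entered 1 model, in which each NRP1-targeting siRNA was compared with siNT and each NRP1-targeting shRNA with shNT by edgeR's quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method over the genes tested. The siRNA and shRNA samples differed in delivery, selection and time of harvest at once, so that each was compared with its own NT control. Sample labels and methods name no sequencing batch, and the authors state that all samples were multiplexed across flow cells and lanes. In the HS578T siNRP1#5 samples, 36 genes that the NT controls of HS578T hardly expressed (at most 0.5 CPM) and those of MDA-MB-231 expressed at 20 or more sat at a median of 15.8, 14.9 and 8.55% of their MDA-MB-231 level in replicates 1 to 3, against 0.113 to 1.18% in the HS578T NT controls.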

Two to three independent biological replicates (2 outlier samples were removed during data quality control) are provided for each treatment condition, resulting in 17-18 samples per cell line. See Fig. 1 for a schematic overview of the experimental setup and Tables 2–4 for a list and description of the individual samples within this claudin-low breast cancer dataset^39^.

## Technical Validation

### Validation of NRP1 knockdown by RT-qPCR

Before submitting for RNA sequencing, NRP1 knockdown in the RNA samples of HS578T, MDA-MB-231 and SUM159PT cells was validated by RT-qPCR (Fig. 2). RT-qPCR revealed that total NRP1 expression in the siRNA and shRNA treated samples was significantly reduced from their respective siNT or shNT controls in most cases. However, HS578T siNRP1#3 NRP1 levels were only slightly reduced and almost equal to the siNT control (fold-change of −1.15) (Fig. 2a). The siRNA and shRNA #3 sequences are identical and as they are designed to only target transmembrane-NRP1 (Fig. 6c), it was possible that soluble-NRP1 expression affected the total NRP1 knockdown levels in this sample. Therefore, we designed an additional primer set specifically for detecting transmembrane-NRP1 only (Fig. 6c). After repeating the RT-qPCR, results confirmed that transmembrane-NRP1 was repressed by shRNA and siRNA in all cell lines with statistical significance in all except SUM159PT shNRP1#3 (Fig. 2b).

**Fig. 2:**
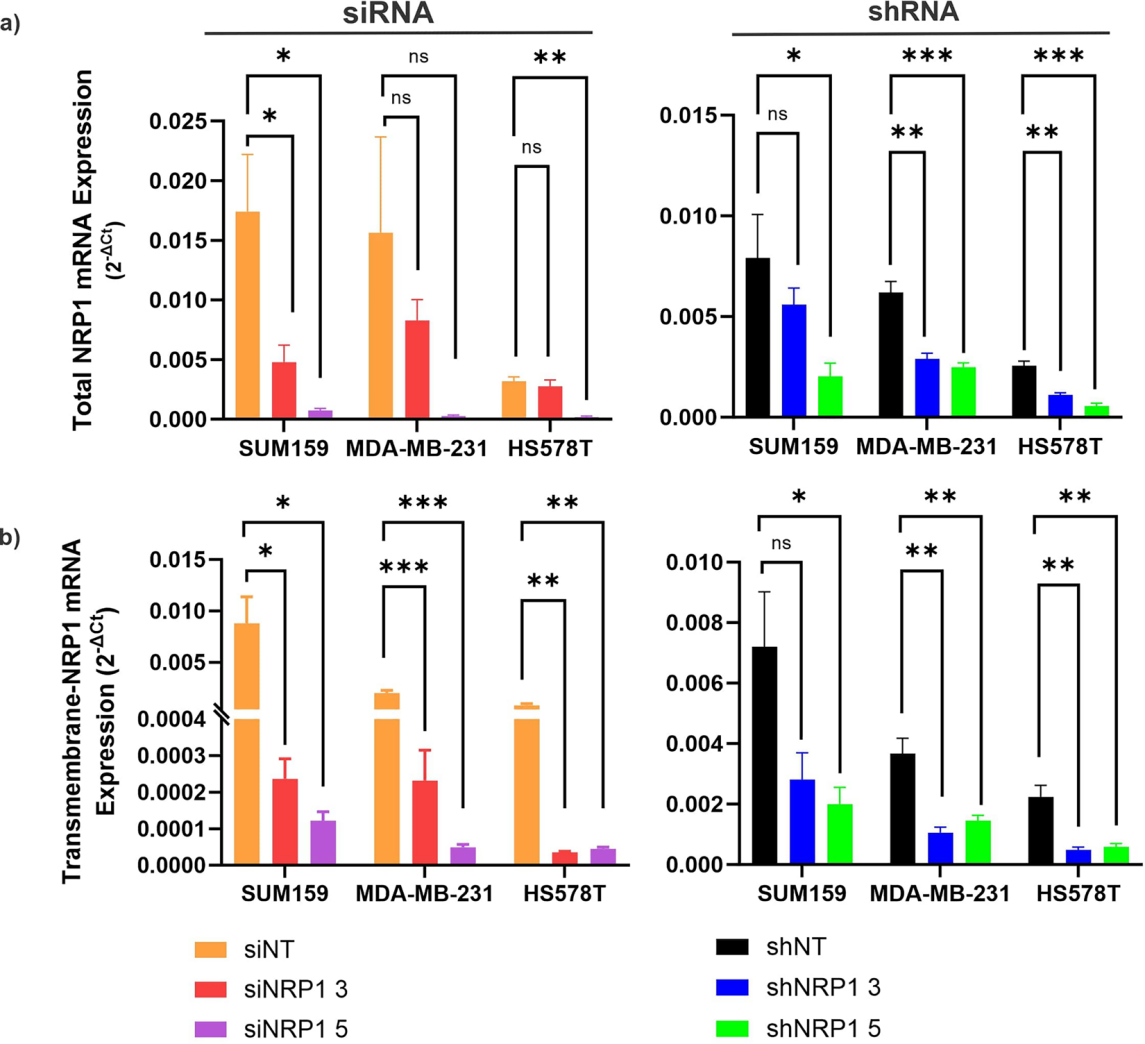
RT-qPCR validation of NRP1 knockdown in claudin-low breast cancer cell lines. mRNA expression (2^−∆Ct^) of (**a**) total NRP1 and (**b**) transmembrane-NRP1 in SUM159PT, HS578T and MDA-MB-231 cells following 72 hr transfection of siRNA (siNRP1#3 or #5) or lentiviral transduction of shRNA (shNRP1#3 and #5) and corresponding non-targeting (NT) controls, determined by RT-qPCR. Normalised to RPL32. N = 3. P-value determined by one-way analysis of variance (ANOVA) and Dunnett’s post-hoc multiple comparisons test. NS = non-significant, *p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.001. Error bars = SEM.

### Data quality validation

To analyse the quality of the sequencing data, the %GC content results generated by FastQC after trimming was first evaluated. The average %GC content per sample was plotted as a histogram and showed that all samples had a similar %GC content of ~50% (Fig. 3a).

**Fig. 3:**
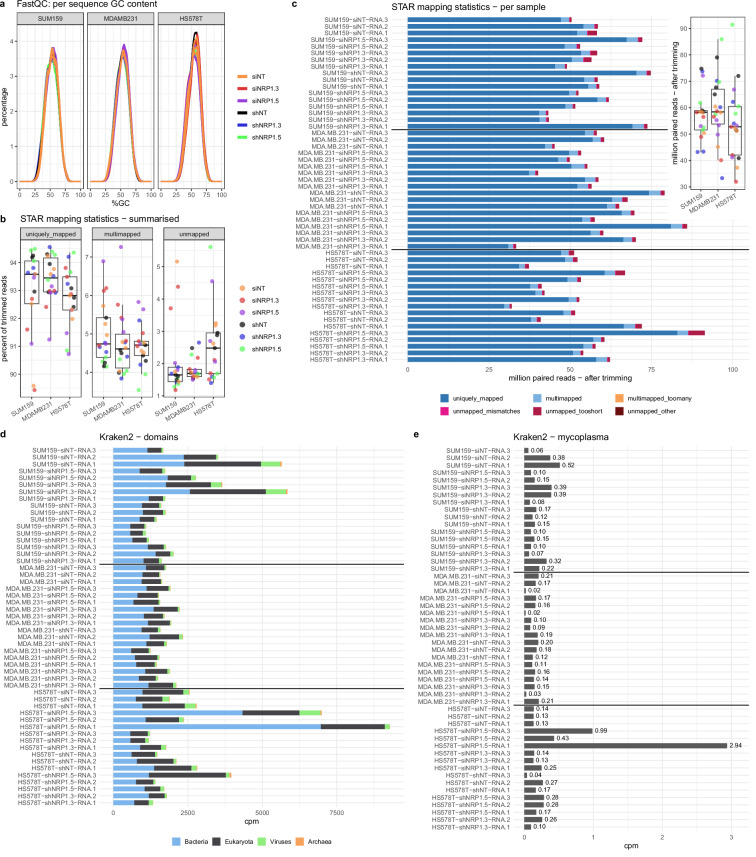
Dataset QC validation of %GC content, STAR mapping and Kraken2. Data shown is post-trimming. (**a**) Histogram of average %GC content for each sample generated by FastQC v0.11.9. (**b**) Box plot of percentage (%) of uniquely mapped, multimapped or unmapped reads to the human reference derived from the STAR aligner output. (**c**) Total STAR input reads (million paired reads) per sample with individual mapping categories as derived from the STAR aligner output. (**d**) Counts per million (cpm, calculated with respect to the total STAR input reads) for microbial domains (Bacteria, Eukaryota, Viruses, Archaea) and (**e**) mycoplasma as determined by Kraken2 v2.0.9beta. All plots were generated using the R package ggplot2 (v.4.0.0).

As further validation of sequencing data quality, the number of total reads mapped to the human reference (post-trimming) as determined by the STAR aligner were analysed. Summarised as a percentage, ~85% to 95% of reads were uniquely mapped, 3%–8% were multimapped and 1% - 6% were unmapped (Fig. 3b). Altogether, there were ~30–92 M total paired reads for each sample (Fig. 3c). The mapping categories in Fig. 3c reflect the default categories provided in the STAR log files.

Additionally, the Kraken2^40^ results were analysed to screen for contamination with mycoplasma or other microbes in the reads that did not map to the human reference. Microbial domain counts per million (cpm, calculated with respect to the total STAR input reads) revealed only low-level contamination (less than 2500 cpm) with Bacteria, Eukaryota, Viruses or Archaea in most samples (Fig. 3d). Mycoplasma was detected with less than 3 cpm in all samples (Fig. 3e), confirming that the cell lines were mycoplasma free, further supporting the results obtained with the Lonza MycoAlert mycoplasma detection kit on the live cultures.

Next, Multidimensional Scaling (MDS) was performed following TMM normalisation of the raw counts using the R package edgeR (v.4.4.2) to evaluate the similarity or dissimilarity of the samples within this dataset. 

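MDS was computed here with plotMDS of edgeR from log2 CPM (prior count 2) after TMM normalisation and removal of features with low counts, which left 23416 genes and 124883 transcripts over the 52 samples. The 500 features that differed most between each pair of samples set their distance, which is the default of the function, as the paper's text gives no number. At the gene level the first 4 dimensions held 41.1, 30.7, 4.2 and 2.59% of the variance, and at the transcript level 14.9, 10.5, 4.38 and 3.01%. For each dimension, the share of its variance that lay between groups was computed by cell line, by siRNA versus shRNA within cell lines, and by sequence #3 versus #5 within cell line and modality in the NRP1 knockdown samples. Its p-value came from a permutation test with 100000 shuffles of the labels within those strata, one-sided for a larger share. The shuffles could give no p-value under 1e-05. In single cell lines few distinct arrangements of the labels exist, so that the smallest possible p-value was higher. The p-values of 0.00475 to 0.00527 by sequence and of 3e-05 and 4e-05 by siRNA versus shRNA there lie near that limit. In all, 48 such tests were made, of which 20 were set before the data were examined, and adjusted p-values cover all 48.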

Evaluating gene- as well as transcript-level MDS analyses of all samples (Fig. 4a,b) revealed that clustering was predominantly driven by cell line, indicating the large magnitude of transcriptomic differences between the models. This is followed by a separation of the samples based on the modality of knockdown (siRNA versus shRNA) in dimension 3, and a trend towards separating by target sequence #3 versus #5 in dimension 4 on the gene level.

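At the gene level, 98.5% of the variance of dimension 1 and 98.7% of that of dimension 2 lay between the 3 cell lines (permutation test, p = 1e-05 for each, adjusted p = 6.86e-05). At the transcript level these shares were 97.6 and 97.4%, with the same p-values. In the same dimensions, siRNA versus shRNA accounted for 2.68 to 3.47% of the variance within cell lines. Sequence #3 versus #5 accounted for 13.9% of the variance of the knockdown samples within cell line and modality in gene dimension 1 (permutation test, p = 0.013, adjusted p = 0.0283) and 24.4% in transcript dimension 1 (permutation test, p = 0.00298, adjusted p = 0.00954), and for 0.589 and 11.9% in dimension 2, which did not pass the threshold. With each replicate number left out in turn, the shares by cell line stayed between 96.9 and 99.2% over both levels.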

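Dimension 3 parted siRNA from shRNA samples with 43.2% of its variance within cell lines at the gene level and 44.7% at the transcript level (permutation test, p = 1e-05 for each). The 3 cell lines took 0.222 and 0.404% of it. Dimension 4 of the gene-level analysis parted sequence #3 from #5 with 50.0% of the variance of the 34 knockdown samples within cell line and modality (permutation test, p = 1e-05). At the transcript level the share by sequence in dimension 4 was 27.1% (permutation test, p = 0.00091, adjusted p = 0.00364), and siRNA versus shRNA held 26.3% of the same dimension (permutation test, p = 6e-05, adjusted p = 0.000262). The share by sequence there was 3.02% (permutation test, p = 0.365) when the distances rested on 1 common set of 500 transcripts in place of a set for each pair of samples, and 6.29% without replicate 1 (permutation test, p = 0.396).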

**Fig. 4:**
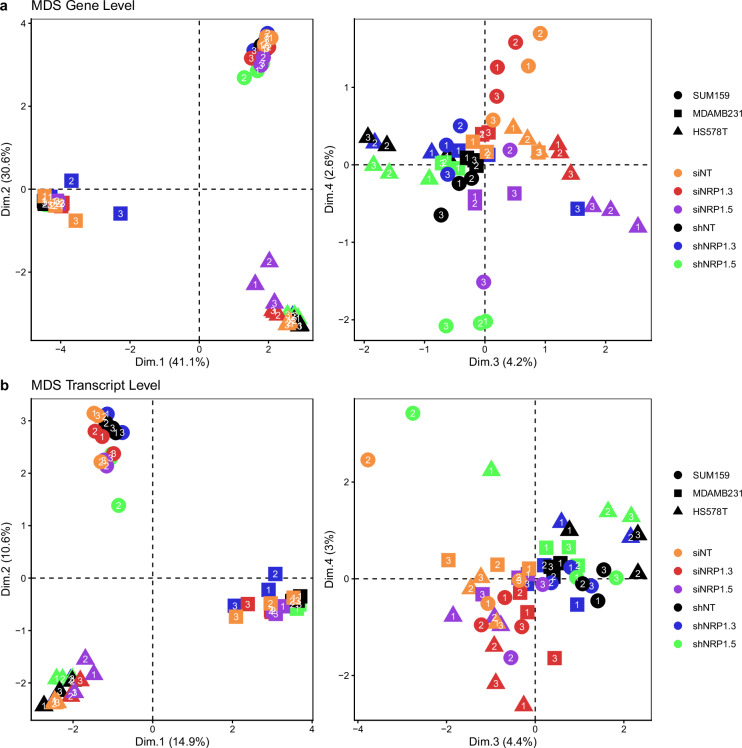
Multidimensional scaling (MDS) of all samples in the claudin-low BrCa dataset. (**a**) Gene-level and (**b**) transcript-level MDS plot based on TMM-normalised counts. Circles, squares and triangles represent SUM159PT, MDA-MB-231 and HS578T claudin-low breast cancer cell line samples, respectively. Colouring is by treatment group, with either siNT, siNRP1#3, siNRP1#5, shNT, shNRP1#3 or shNRP1#5. Data point numbers represent independent biological replicates. MDS analysis was performed using the R package edgeR (v.4.4.2) and plotted with ggplot2 (v.4.0.0).

Subsequent MDS analysis per individual cell line (Fig. 5) allowed a clearer visualisation of the treatment-group effect in each model. Although the sample clustering by type was not always tight and clean (on the transcript level in particular), gene- (Fig. 5a,b,c) and transcript-level (Fig. 5d,e,f) results showed that samples separate primarily by the siRNA versus shRNA group. 

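Within each cell line, siRNA versus shRNA accounted for 44.3% of the variance of the first gene-level dimension in SUM159PT (permutation test, p = 0.00521, adjusted p = 0.0133), 89.5% in MDA-MB-231 (p = 4e-05 by the same permutation test, adjusted p = 0.000192) and 82.9% in HS578T (p = 3e-05 by the same permutation test, adjusted p = 0.00018). In SUM159PT the same dimension also parted sequence #3 from #5, with 82.2% of the variance of the 11 knockdown samples (permutation test, p = 0.00492, adjusted p = 0.0133). At the transcript level the first dimension held a share by modality of 36.1% in MDA-MB-231 (permutation test, p = 0.00923, adjusted p = 0.0222) and 82.8% in HS578T (p = 4e-05 by the same permutation test, adjusted p = 0.000192). In SUM159PT this share was 22.2% and did not pass the threshold (permutation test, p = 0.052, adjusted p = 0.0998), while 48.6% of the second transcript-level dimension lay between siRNA and shRNA (permutation test, p = 0.00233, adjusted p = 0.00799). The second transcript-level dimension of MDA-MB-231 also held more of it than the first, with 47.7% (permutation test, p = 0.00167, adjusted p = 0.00617). With a common set of transcripts the share in the first dimension of SUM159PT was 39.2% (permutation test, p = 0.00802), and with 1000 transcripts per pair of samples it was 25.9% (p = 0.0309). In MDA-MB-231, it fell to 1.38% at the transcript level without replicate 2 (permutation test, p = 0.66).

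**Figure D1:**
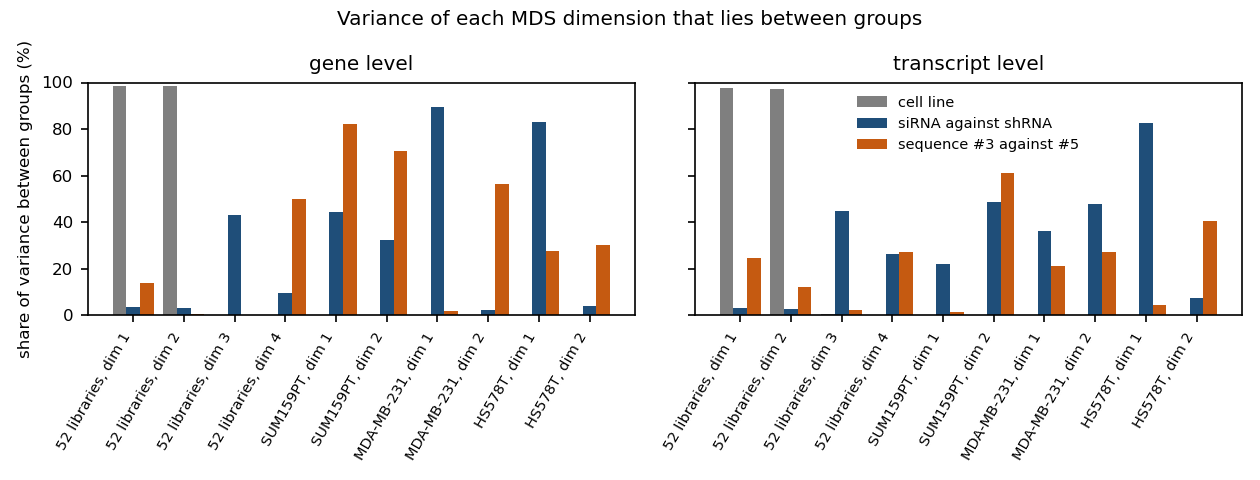
Share of the variance of each MDS dimension (%, vertical axis) that lay between cell lines (grey), between siRNA and shRNA within cell lines (blue) and between sequence #3 and #5 within cell line and modality (orange), for the 52 samples together and for each cell line, at the gene level (left) and the transcript level (right). The blue bars of the first gene-level dimension stand at 44.3% in SUM159PT, 89.5% in MDA-MB-231 and 82.9% in HS578T.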

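In the second gene-level dimension, sequence #3 versus #5 accounted for 70.6% of the variance of the knockdown samples of SUM159PT within modality (permutation test, p = 0.0109, adjusted p = 0.025) and for 56.5% in MDA-MB-231 (permutation test, p = 0.00527, adjusted p = 0.0133). In HS578T this share was 30.3% (permutation test, p = 0.12, adjusted p = 0.191), and it was 55% (p = 0.0205) when 1000 genes set each distance. At the transcript level the shares were 61.1% in SUM159PT (permutation test, p = 0.00475, adjusted p = 0.0133), 27.3% in MDA-MB-231 (permutation test, p = 0.0914, adjusted p = 0.157) and 40.5% in HS578T (permutation test, p = 0.0722, adjusted p = 0.128). One common set of 500 transcripts gave 24.9% in SUM159PT (permutation test, p = 0.153) and 44.6% in MDA-MB-231 (p = 0.0203).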

In the second dimension a trend towards separation by target sequence #3 versus #5 is visible in the gene-level analysis.

**Fig. 5:**
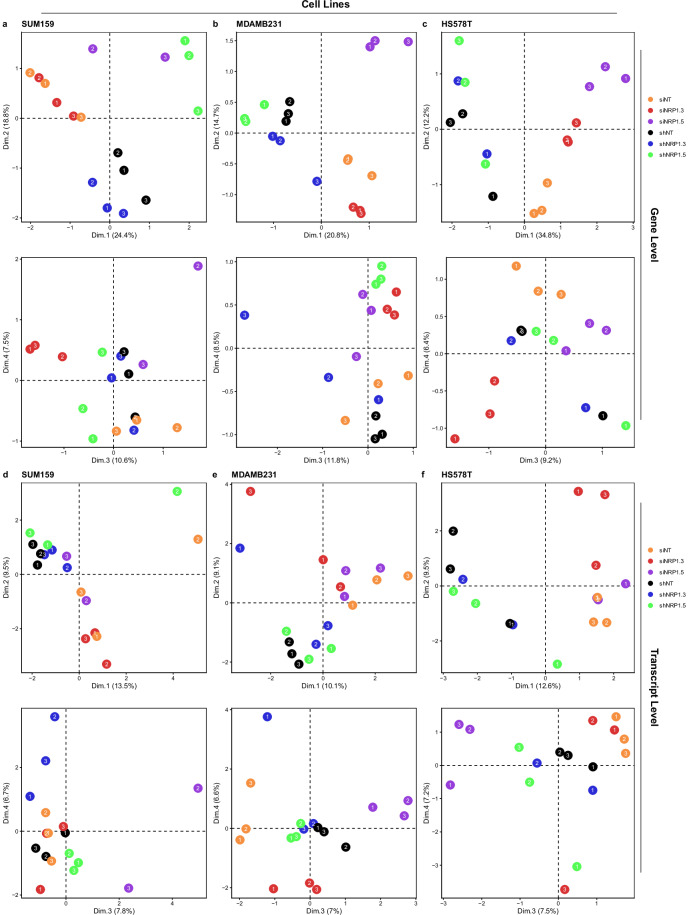
Multidimensional scaling (MDS) of the claudin-low BrCa dataset by cell line. Gene-level MDS plots for (**a**) SUM159PT, (**b**) MDA-MB-231, (**c**) HS578T as well as transcript-level MDS plots for (**d**) SUM159PT, (**e**) MDA-MB-231, (**f**) HS578T claudin-low cell lines, based on TMM-normalised counts, coloured by treatment group, with either siNT, siNRP1#3, siNRP1#5, shNT, shNRP1#3 or shNRP1#5. Data point numbers represent independent biological replicates. MDS analysis was performed using the R package edgeR (v.4.4.2) and plotted with ggplot2 (v.4.0.0).

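NRP1 (ENSG00000099250.18) lies on the minus strand of chromosome 10 of GRCh38 from 33177492 to 33336262, and the deposited values list 14 transcripts for it. NRP1-201, NRP1-206, NRP1-207 and NRP1-208 were summed as transmembrane transcripts and NRP1-202, NRP1-203, NRP1-204, NRP1-205 and NRP1-212 as soluble transcripts. Gene-level NRP1 expression is given as CPM after TMM normalisation over all 52 samples. Between 77 and 13205 expected counts were assigned to NRP1 in a sample, the lowest in MDA-MB-231 siNRP1#5. The isoform percentages and the TPM of transcripts are those of the authors.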

Subsequently, we evaluated NRP1 expression in our dataset at the gene and transcript level (Fig. 6). Analysis of NRP1 gene expression (Fig. 6a) revealed that in each cell line, the NRP1 expression level was lower in the siRNA and shRNA samples in comparison to their corresponding non-targeting (NT) RNAi controls, validating knockdown. 

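In SUM159PT, NRP1 expression was 207 ± 55.2 CPM (SD, n = 3) with siNT, 48.3 ± 15.9 (n = 3) with siNRP1#3 and 10.3 ± 4.50 (n = 2) with siNRP1#5. The log2 fold changes were -2.09 for siNRP1#3 (standard error 0.304, adjusted p = 0.000687 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -4.31 for siNRP1#5 (standard error 0.4, adjusted p = 2.21e-05, edgeR). With shNT it was 234 ± 31.7 (n = 3), with shNRP1#3 93.9 ± 30.0 (n = 3) and with shNRP1#5 46.5 ± 5.53 (n = 3), which gave log2 fold changes of -1.31 (adjusted p = 0.0342, edgeR) and -2.30 (adjusted p = 0.000305, edgeR). With 1 of the 6 samples left out, the change after shNRP1#3 stayed between -1.60 and -1.17 and passed the threshold in 1 of those 6 fits.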

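MDA-MB-231 had 73.8 ± 11.4 CPM of NRP1 (SD, n = 3) with siNT, 44.7 ± 4.14 with siNRP1#3 and 2.45 ± 0.693 with siNRP1#5. These correspond to log2 fold changes of -0.70 (standard error 0.146, adjusted p = 0.00173, edgeR) and -4.88 (standard error 0.179, adjusted p = 1.83e-12, edgeR). By the ratio of mean TPM the change after siNRP1#3 was -0.02 on the log2 scale. In the shRNA samples the level was 177 ± 8.95 with shNT, 63.4 ± 5.15 with shNRP1#3 and 84.9 ± 8.17 with shNRP1#5, that is -1.48 (adjusted p = 1.83e-05, edgeR) and -1.05 (adjusted p = 9.78e-05, edgeR). NRP1 expression was higher with shNT than with siNT in this cell line (log2 fold change 1.23, adjusted p = 1.68e-05, edgeR), but not in SUM159PT (0.15, adjusted p = 0.754, edgeR) or HS578T (0.31, adjusted p = 0.402, edgeR).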

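In HS578T the level was 115 ± 13.4 CPM (SD, n = 3) with siNT, 50.0 ± 6.40 with siNRP1#3 and 18.3 ± 7.50 with siNRP1#5, where the 3 samples had 11.3, 17.2 and 26.2. The log2 fold changes were -1.20 for siNRP1#3 (standard error 0.248, adjusted p = 0.0101, edgeR) and -2.66 for siNRP1#5 (standard error 0.26, adjusted p = 3.68e-05, edgeR). At the marker-gene share of MDA-MB-231 RNA, MDA-MB-231 siNT cells would bring 10.9, 10.8 and 6.87 CPM of NRP1 to those 3 samples. These 3 values are too low, because the shares rest on CPM without TMM and the NRP1 levels on CPM with it. TMM factors were 0.775, 0.900 and 0.728 in those samples and 1.07 to 1.14 in MDA-MB-231 siNT. MDA-MB-231 shNT cells had more NRP1 (177 against 73.8 CPM) and would bring more. HS578T had 140 ± 22.0 CPM with shNT, 47.5 ± 0.131 (n = 2) with shNRP1#3 and 33.2 ± 5.16 with shNRP1#5. The log2 fold change was -2.09 for shNRP1#5 (standard error 0.254, adjusted p = 0.0023, edgeR) and -1.59 for shNRP1#3 (standard error 0.289, adjusted p = 0.069, edgeR), which passed the threshold with DESeq2 (adjusted p = 3e-05), without the filter on low counts (adjusted p = 0.000303, edgeR) and with the replicate number as a block (adjusted p = 0.00957, edgeR), but not when only the 2 groups were fitted (adjusted p = 0.337, edgeR). In that fit shNRP1#5 did not pass it either (adjusted p = 0.0595, edgeR). After subtraction of the reads assigned to other cell lines, neither shNRP1#5 (adjusted p = 0.341, edgeR) nor siNRP1#3 (adjusted p = 0.597, edgeR) passed it. The fold changes hardly moved, at -2.11 and -1.22, so that these lost calls say little about RNA of another cell line. In shNRP1#5 few reads were subtracted, since MDA-MB-231 markers lay at 0.206% there and at 0.178% in shNT.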

Analysis of the isoform percentages of NRP1 transcript variants (Fig. 6b) showed that NRP1-206 (ENST00000374867) and NRP1-204 (ENST00000374822) had the highest expression percentage compared to other transcript variants. 

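Mean isoform percentages were compared in the 18 groups. NRP1-206 (ENST00000374867.7) had the highest percentage in 13 groups and NRP1-204 (ENST00000374822.8) in 5, and these were the 2 highest transcripts in 10 groups. NRP1-209, a transcript of 497 bases at the 3′ end of the gene, was among the 2 highest in 6 groups. In SUM159PT siNT, for example, NRP1-206 made up 56.8% ± 5.68 (SD, n = 3), NRP1-209 17.4% and NRP1-204 7.74% ± 4.46. The NT controls of MDA-MB-231 had 48.4% ± 3.67 (siNT) and 44.9% ± 2.02 (shNT) of NRP1-206, and those of HS578T had 34.7% ± 1.02 (siNT) and 43.1% ± 8.03 (shNT).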

NRP1-206 and NRP1-204 are encoding the canonical transmembrane and soluble NRP1 isoform^45,46^, respectively (Fig. 6c). 

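NRP1-206 has 17 exons and 5640 bases, and NRP1-204 has 12 exons and 2213 bases and ends in an exon from 33197621 to 33197709. Of the bases of NRP1-204, 29 lie outside the 4 transmembrane transcripts, whereas 3456 bases of NRP1-206 lie outside NRP1-204. Reads over the other bases of NRP1-204 are shared with at least 1 of those 4. Expected counts on NRP1-204 ranged from 0.47 to 1931.44 per sample, the lowest in MDA-MB-231 siNRP1#5.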

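The share of NRP1-204 among NRP1 transcripts rose by a mean of 53.4 percentage points from siNT to siNRP1#3 over the 3 cell lines (exact two-sided permutation test within cell lines, p = 0.00025, the smallest p-value possible, adjusted p = 0.0005 over 4 tests, higher than the siNT mean in 9 of 9 samples). In the siNRP1#3 samples it was 72.0% ± 6.49 (SD, n = 3) in SUM159PT, 74.2% ± 3.16 in MDA-MB-231 and 74.5% ± 0.251 in HS578T, against 24% ± 3.23 in MDA-MB-231 siNT and 28.8% ± 2.65 in HS578T siNT. For shNRP1#3 the rise over shNT was 13.6 percentage points (exact permutation test, p = 0.00025, adjusted p = 0.0005, 8 of 8 samples). NRP1-204 was then at 35.0% ± 5.03 in MDA-MB-231, beside 32.3% ± 2.85 of NRP1-206 (1 of the 3 samples had more NRP1-204, with 39.8 against 31.8%, and in the other 2 NRP1-206 was ahead by under 0.1 percentage points), and at 40.1% ± 2.50 (n = 2) in HS578T, beside 30.5% of NRP1-206. In SUM159PT shNRP1#3 it reached 22.1% ± 3.50, from 13.0% ± 3.73 with shNT, and NRP1-206 stayed the most abundant transcript with 40.7% ± 4.75. A single cell line with 3 samples against 3 allows no p-value below 0.1 in an exact test.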

The isoform percentages further highlight that NRP1-204 (soluble variant) becomes the dominant transcript variant in the siNRP1#3 and shNRP1#3 samples, where the transmembrane-NRP1 is knocked down (Fig. 6b). This validates the specificity of the NRP1-targeting shRNA#3 and siRNA#3 sequences in knocking down only the transmembrane isoform of NRP1, and not soluble-NRP1 (Fig. 6b,c). Despite this specificity, note that the siNRP1#3 and shNRP1#3 sequences differ from each other, with their mapping sites being offset by about 20 nucleotides and hence, are targeting a slightly different subset of transcript variants (Fig. 6c). On the other hand, the sequences for siNRP1#5 and shNRP1#5 are identical, and thus, target exactly the same subset of transcript variants including transmembrane- and soluble-NRP1 isoforms.

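On the scale of TPM, the transmembrane transcripts after siNRP1#3 stood at 8.48% of their siNT level in SUM159PT, 16.9% in MDA-MB-231 and 5.79% in HS578T. With log2(TPM + 0.1), the mean change over the 3 cell lines was -3.34 (exact two-sided permutation test within cell lines, p = 0.00025, the smallest possible, adjusted p = 0.0004 over 8 tests, 9 of 9 samples). The soluble transcripts rose in the same samples, from 7.05 ± 4.74 to 19.4 ± 9.16 TPM (SD, n = 3) in SUM159PT, from 9.11 ± 1.15 to 23.3 ± 1.85 TPM in MDA-MB-231 and from 11.5 ± 1.94 to 18.9 ± 2.74 TPM in HS578T. This was a mean change of 1.24 on the log2 scale (exact permutation test, p = 0.0005, adjusted p = 0.000571, 9 of 9 samples). In MDA-MB-231, TPM summed over all NRP1 transcripts were 98.9% of siNT. After shNRP1#3, the transmembrane transcripts were at 41.4, 30.5 and 28.5% of shNT in SUM159PT, MDA-MB-231 and HS578T (log2 change -1.61, exact permutation test, p = 0.00025, adjusted p = 0.0004, 8 of 8 samples). The soluble transcripts were at 74.8, 64.7 and 79.8% (log2 change -0.43, exact permutation test, p = 0.0228, adjusted p = 0.0228, 8 of 8 samples), and this fall lost the threshold without SUM159PT shNRP1#3 replicate 3 (exact permutation test, p = 0.0565), shNT replicate 1 (0.061) or shNT replicate 2 (0.059). Every shNT sample had more soluble NRP1 than 3 of 3 shNRP1#3 samples in MDA-MB-231, 1 of 2 in HS578T and 0 of 3 in SUM159PT. From the larger percentage of NRP1-204, the paper concludes that the #3 sequences knock down only the transmembrane isoform. Its RT-qPCR also found less transmembrane NRP1, while total NRP1 in HS578T siNRP1#3 stayed close to siNT.

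**Figure D2:**
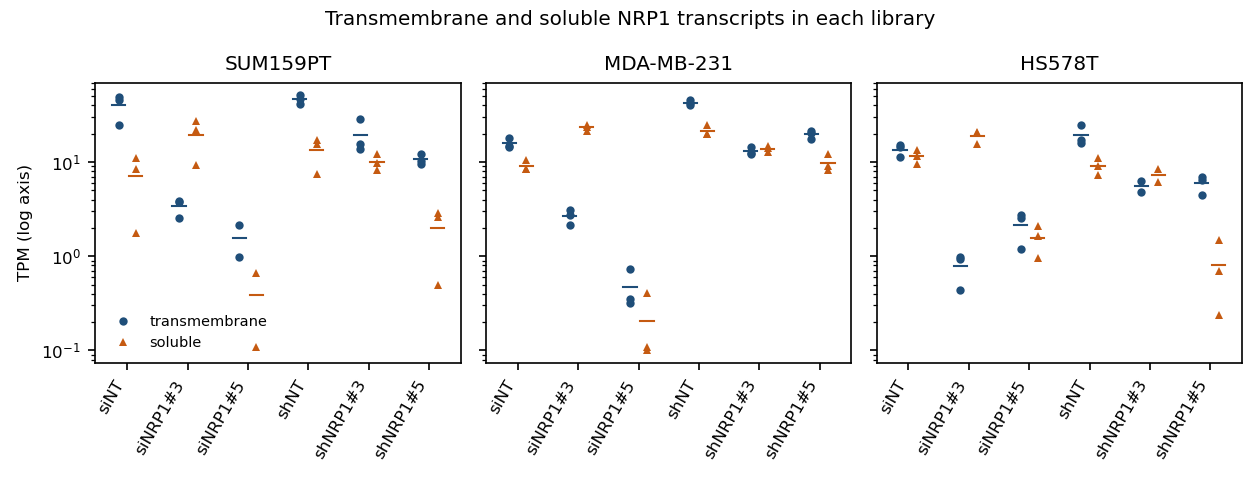
TPM (vertical log axis) of the transmembrane transcripts (blue circles) and the soluble transcripts (orange triangles) of NRP1 in each sample of the 6 treatment groups, for SUM159PT, MDA-MB-231 and HS578T. Bars mark group means. In MDA-MB-231 the soluble transcripts lie at a mean of 9.11 TPM with siNT and 23.3 TPM with siNRP1#3, and the transmembrane transcripts at 15.8 and 2.67 TPM.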

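In NRP1-206 the first base of the shNRP1#3 site is position 2665 and its last base 2685, and the siNRP1#3 site starts 23 bases further along, with 2 bases between the end of the one and the start of the other. Both sites were present in full in the same 4 annotated transcripts. They differed in NRP1-209 only, which holds 18 bases of the siNRP1#3 site and none of the shNRP1#3 site.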

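The sequence shared by siNRP1#5 and shNRP1#5, CAGCCUUGAAUGCACUUAU, was present in full in 9 NRP1 transcripts, NRP1-201 to NRP1-208 and NRP1-212. After siNRP1#5 the transmembrane transcripts were at 3.96, 2.97 and 16.0% of siNT in SUM159PT, MDA-MB-231 and HS578T and the soluble transcripts at 5.46, 2.27 and 13.7%, with mean log2 changes of -4.05 (exact permutation test, p = 0.00025, adjusted p = 0.0004, 8 of 8 samples) and -3.90 (exact permutation test, p = 0.0005, adjusted p = 0.000571, 8 of 8 samples). After shNRP1#5 they were at 22.9, 46.5 and 30.7% and at 14.9, 45.6 and 8.79% of shNT (log2 changes of -1.64 and -2.55, exact permutation test, p = 0.00025 and adjusted p = 0.0004 for each, 9 of 9 samples). The share of NRP1-204 fell by 7.43 percentage points after shNRP1#5 (exact permutation test, p = 0.012, adjusted p = 0.016, 7 of 9 samples), with -4.98 in SUM159PT, -1.15 in MDA-MB-231 and -16.2 in HS578T, and did not pass the threshold in differences paired by replicate number (exact sign-flip test, p = 0.0508). It differed by -3.45 after siNRP1#5 (exact permutation test, p = 0.514, adjusted p = 0.514, 5 of 8 samples). Without MDA-MB-231 siNRP1#5 replicate 2 the latter difference was -8.51 (exact permutation test, p = 0.022). The log2 fold change of NRP1 was lower with siNRP1#5 than with shNRP1#5 by -2.01 in SUM159PT (adjusted p = 0.0315, edgeR's quasi-likelihood test of the interaction) and by -3.83 in MDA-MB-231 (adjusted p = 8.14e-09, edgeR). In HS578T, with the MDA-MB-231 markers in the siNRP1#5 samples, this difference was -0.57 (adjusted p = 0.536, edgeR). With 1 sample left out, the difference in SUM159PT lost the threshold in 7 of 9 fits that gave a test.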

**Fig. 6:**
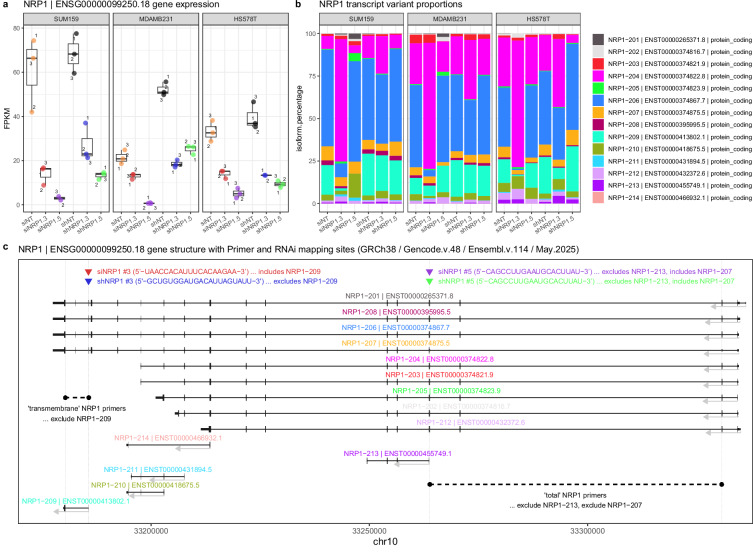
RNA-seq validation of NRP1 gene and transcript variant knockdown in claudin-low breast cancer cell lines. (**a**) Box plot of NRP1 gene expression (FPKM) and (**b**) bar chart of the isoform percentages (%) of NRP1 transcript variants in SUM159PT, MDA-MB-231 and HS578T cell lines treated with either siNT, siNRP1#3, siNRP1#5 or shNT, shNRP1#3 or shNRP1#5. (**c**) Schematic of NRP1 gene locus (as per Ensembl.v.114), showing the mapping sites of the total and transmembrane NRP1 primers, as well as the RNAi mapping sites. Note that the sequences for siNRP1#5 and shNRP1#5 are identical, whereas siNRP1#3 and shNRP1#3 sequences differ from each other, with their mapping sites being offset by about 20 nucleotides and hence, are targeting a slightly different subset of transcript variants. Plots were generated using the R packages ggplot2 (v.4.0.0) and transPlotR (v.0.0.2)^47^.

## Usage Notes

The quality validation results demonstrated that this is a robust and reliable dataset for exploring the transcriptomic changes in response to NRP1 knockdown across multiple claudin-low breast cancer cell lines on the level of genes or individual transcript variants. Additionally, the non-targeting (NT) control RNAi samples enable the investigation and comparison of the transcriptional landscape of these claudin-low cell lines. However, it should be noted that lentiviral transduction and reverse-transfection alone can alter cellular transcriptomes. 

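The differential expression test covered 20067 genes in SUM159PT, 18800 in MDA-MB-231 and 19661 in HS578T. At an adjusted p-value under 0.05 (edgeR), siNRP1#3 changed 1737 genes in SUM159PT, 4823 in MDA-MB-231 and 914 in HS578T, and siNRP1#5 changed 3590, 5518 and 3667. In the HS578T siNRP1#5 samples, which carry MDA-MB-231 markers, 2763 genes passed the threshold after the reads assigned to other cell lines were subtracted, of which 2119 were among the 3667. In this fit each shRNA gave fewer differentially expressed genes than the siRNA of the same number. For shNRP1#3 there were 281 in SUM159PT, 686 in MDA-MB-231 and 7 in HS578T, where 1349 genes had an unadjusted p-value under 0.05, and for shNRP1#5 there were 1192, 3899 and 186. The count for HS578T shNRP1#5 was 10 without replicate 2 of shNRP1#5 and 370 without its replicate 1. With the replicate number as a block, in the comparisons where the numbers pair the samples, the counts that moved by over 1.5 times were 1507 for HS578T shNRP1#5, 3032 and 610 for siNRP1#3 and shNRP1#3 in SUM159PT, and 1203 for shNRP1#3 in MDA-MB-231. Fitting only the 2 groups compared reversed the order for the #5 sequences in 2 cell lines, with 59 genes for siNRP1#5 and 1136 for shNRP1#5 in SUM159PT and 2136 and 6823 in MDA-MB-231, where shNRP1#3 had 2044. That fit gave 0 genes for each shRNA in HS578T, where 1052 (shNRP1#3) and 4005 (shNRP1#5) genes had an unadjusted p-value under 0.05. Counts were also simulated for the 20067 genes, drawn independently with the dispersions fitted in SUM159PT, with 200 genes changed by 1.5 on the log2 scale. There the test found 62.5% of the changed genes, and 3.85% of its 130 calls were unchanged genes. The simulation held no differences between samples that many genes share, so it cannot show the error rate of the counts above.

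**Figure D3:**
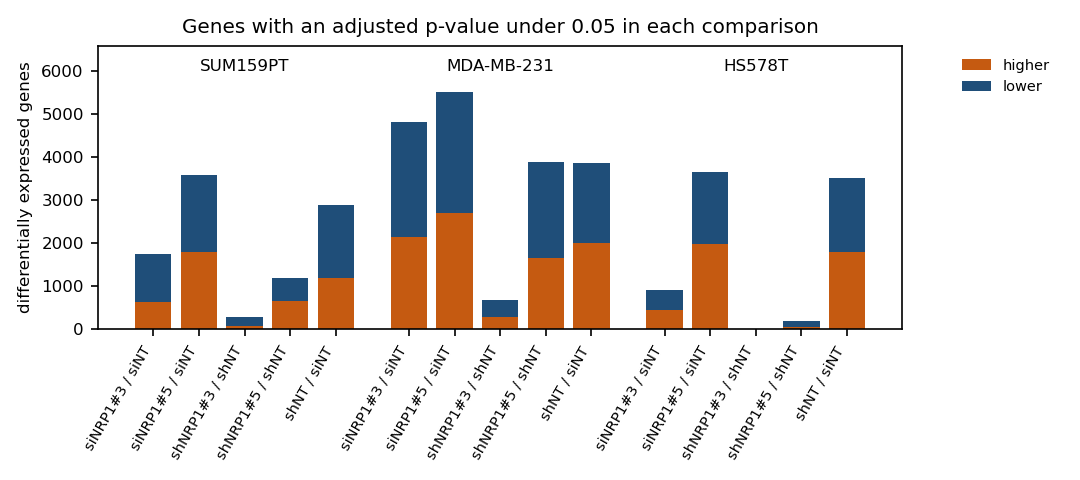
Number of differentially expressed genes (adjusted p-value under 0.05, edgeR; vertical axis) in each comparison of the 3 cell lines, with genes that were higher in orange and lower in blue. MDA-MB-231 siNRP1#5 has the tallest bar with 5518 genes, and HS578T shNRP1#3 the lowest with 7.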

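Across genes, the log2 fold changes of siNRP1#5 and shNRP1#5 had a Pearson correlation of 0.319 in SUM159PT (Spearman's rho 0.291), 0.0601 in MDA-MB-231 (0.0736) and 0.319 in HS578T (0.439). The siRNA and shRNA comparisons shared no control samples, and genes are not independent replicates, so no p-value was computed for these correlations. Both comparisons called 450 genes in SUM159PT, of which 434 moved in the same direction, against 213 expected from the 2 counts alone. In MDA-MB-231 1454 genes were called by both, against 1144 expected, and 900 moved in the same direction. In HS578T 108 genes were called by both, against 34.7 expected, and 105 moved in the same direction. The #3 sequences, which differ between siRNA and shRNA, had correlations of 0.0539, 0.0511 and 0.103 in the 3 cell lines. The crossed pairs (#3 with #5) lay between -0.134 and 0.165. The highest was siNRP1#3 with shNRP1#5 in MDA-MB-231, above the 0.0601 of the #5 pair there. That crossed pair called 1271 genes in both comparisons, against 1000 expected, and 849 moved in the same direction. In SUM159PT and HS578T every crossed pair was below the #5 pair. Among genes with a mean of at least 5 on the scale of log2 CPM, the #5 pair had 0.451 in SUM159PT, 0.159 in MDA-MB-231 and 0.621 in HS578T, and the crossed pairs lay between -0.205 and 0.301. Without the filter on low counts the #5 pair had 0.154, 0.0278 and 0.140, and its lowest values with 1 sample left out were 0.112, -0.0159 and 0.256.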

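Genes that passed the threshold in the same direction in all 4 knockdown comparisons of a cell line numbered 2 in SUM159PT, 28 in MDA-MB-231 and 0 in HS578T, and none did so in all 12 comparisons. NRP1 missed the threshold only in HS578T shNRP1#3 (adjusted p = 0.069, edgeR), and it passed in all 12 with DESeq2, without the filter on low counts and with the replicate number as a block. With only the 2 groups fitted, it missed the threshold in both shRNA comparisons of HS578T. Other genes were not counted over the 12 comparisons under these alternatives. Besides NRP1, the other gene in SUM159PT was HSD17B10, with log2 fold changes of 0.69 (siNRP1#3, adjusted p = 0.046, edgeR), 1.01 (siNRP1#5, 0.0069), 1.16 (shNRP1#3, 0.00793) and 1.36 (shNRP1#5, 0.00095). The first of these lost the threshold in 4 of the 6 fits that left out 1 sample and without the filter on low counts (adjusted p = 0.0893, edgeR), and the first 2 lost it when only the 2 groups were fitted (adjusted p = 0.117 and 0.148, edgeR). HSD17B10 was also called higher in all 4 comparisons of MDA-MB-231, with 0.691, 0.68, 1.255 and 1.628 in the same order. In HS578T it rose by 0.751, 0.985, 0.911 and 0.727, and passed the threshold only with siNRP1#5 (adjusted p = 0.0161, edgeR). It was lower with shNT than with siNT in SUM159PT (-0.91, adjusted p = 0.0118, edgeR) and MDA-MB-231 (-1.398, adjusted p = 8e-06, edgeR), but not in HS578T (0.104, adjusted p = 0.816, edgeR). In MDA-MB-231 SERPINB2 had the largest mean log2 fold change, 3.59. It rose by 1.09 with siNRP1#3 (standard error 0.331, adjusted p = 0.0213, edgeR), 3.15 with siNRP1#5 (standard error 0.325, adjusted p = 1.23e-06), 4.23 with shNRP1#3 (standard error 0.33, adjusted p = 1.73e-06) and 5.87 with shNRP1#5 (standard error 0.348, adjusted p = 3.75e-08), and the rise after siNRP1#3 lost the threshold in 3 of 6 such fits. LGALS9 had log2 fold changes of -1.65, -2.96, -0.92 and -2.46 in the same order (adjusted p = 0.000125, 3.35e-07, 0.0424 and 8.66e-06, edgeR), and the fall after shNRP1#3 lost the threshold in 6 of 6 such fits.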

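Markers that the paper gives for the claudin-low subtype were read from the authors' TPM in the 18 NT control samples. Of CLDN3, CLDN4, CLDN7 and CDH1, 3 had a mean under 1 TPM in SUM159PT siNT and HS578T siNT, 4 in SUM159PT shNT and HS578T shNT, and 1 in both controls of MDA-MB-231. In MDA-MB-231 siNT, CLDN4 was at 165 ± 1.36 TPM (SD, n = 3), CLDN7 at 51.1 ± 9.54, CLDN3 at 8.42 ± 2.37 and CDH1 at 0.63 ± 0.12, and in its shNT samples CLDN4 was at 158 ± 21.1 and CLDN7 at 35.3 ± 10.8. In the other cell lines CLDN4 lay between 0.39 ± 0.171 (HS578T shNT) and 1.53 ± 0.711 (HS578T siNT). VIM had means from 2431 ± 112 (MDA-MB-231 siNT) to 5516 ± 311 (HS578T siNT) and ZEB1 from 4.09 ± 3.02 (SUM159PT siNT) to 15.4 ± 3.72 (MDA-MB-231 shNT). SNAI1 was highest in SUM159PT shNT with 24 ± 5.66 and lowest in HS578T shNT with 1.45 ± 0.964, and ITGA6 ranged from 6.79 ± 0.574 (HS578T siNT) to 116 ± 6.82 (MDA-MB-231 shNT). ESR1 and PGR had means of at most 0.1 TPM in every NT group, and ERBB2 had means between 17.3 ± 5.38 (HS578T siNT) and 45.8 ± 2.53 (MDA-MB-231 shNT). At a limit of 0.5 TPM none of the 4 genes was under it in MDA-MB-231 siNT, and at 5 TPM 1 of ZEB1, SNAI1, VIM and ITGA6 was under it in each NT group of SUM159PT and HS578T.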

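Between the 2 NT controls, 2890 genes differed in SUM159PT (1195 higher with shNT and 1695 lower), 3865 in MDA-MB-231 (2013 and 1852) and 3527 in HS578T (1797 and 1730), at an adjusted p-value under 0.05 in the edgeR test. In SUM159PT this count was 463 without shNT replicate 3 and 3398 at most when another sample was left out, and in HS578T it ranged from 1590 to 3898. The difference covers the delivery, the vector or reagent, the puromycin selection and the time of harvest together. On a list of 20 proliferation genes fixed before the data were examined, 19 were higher with shNT than with siNT in SUM159PT (median log2 fold change 1.25, adjusted p = 0.032 from limma's fry over 30 tests) and 19 in HS578T (median 0.74, adjusted p = 0.032, limma's fry), while 10 were higher in MDA-MB-231 (median 0.09, adjusted p = 0.681). Of the 20 genes, 7 differed over all genes tested in SUM159PT, 6 in MDA-MB-231 and 9 in HS578T, and 17, 7 and 10 did so adjusted over the list alone. Of a list of 18 interferon-stimulated genes, 17 were tested. Their median was -0.98 in SUM159PT (2 higher, adjusted p = 0.0313, limma's fry), 0.09 in MDA-MB-231 (10 higher, adjusted p = 0.519) and 0.12 in HS578T (9 higher, adjusted p = 0.843). Of these genes, 6, 4 and 4 differed over all genes tested in SUM159PT, MDA-MB-231 and HS578T, and 10, 6 and 5 adjusted over the list alone.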

Raw data files, as well as processed/normalised data has been provided in the GEO entry so users can choose to either run their preferred raw data processing pipeline with custom parameters or utilise the processed data directly.

## Data Availability

This bulk mRNA-seq dataset with 52 samples is available from the NCBI Gene Expression Omnibus as GEO accession number GSE266566^44^. The GEO entry includes 104 de-multiplexed raw FASTQ files from paired-end mRNA-seq, a metadata file describing the samples and the experimental details, as well as RSEM-derived transcript- and gene-level raw counts, TPM values and isoform percentages. Raw data is provided on GEO as a link to the SRA database.

How the deposited data were processed for this re-analysis (not part of the article)

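The data comprise bulk mRNA sequencing of 52 samples from 3 established breast cancer cell lines, with 17 samples of SUM159PT, 18 of MDA-MB-231 and 17 of HS578T. In each cell line the groups were siNT, siNRP1#3 and siNRP1#5 (20 nM siRNA, RNA harvested 72 hrs after transfection) and shNT, shNRP1#3 and shNRP1#5 (lentiviral transduction, puromycin selection, RNA harvested 48 hrs after seeding). Groups had 3 samples, except SUM159PT siNRP1#5 and HS578T shNRP1#3, which had 2. The 2 samples that the authors removed as outliers were not analysed here. Every column of the deposited values was assigned to a sample from its label (0 columns were left without one).

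The authors trimmed the reads with TrimGalore, aligned them with STAR to GRCh38 and quantified them with RSEM against the Ensembl and GENCODE releases named in the methods. From this step come the deposited expected counts of 78894 genes and 387954 transcripts, which are not scaled for library size and are not whole numbers. The same step gave the deposited TPM of genes and transcripts, where the values of all samples have the same total. The deposited isoform percent is each transcript's percent of its gene's TPM in that sample. The TMM-normalised values, CPM and FPKM behind the paper's figures were computed by the authors with edgeR, and TMM-normalised CPM (counts scaled to a fixed total per sample) were computed here again from the expected counts. Raw reads were not used here. The paper runs no differential expression test on the sequencing data, so the tests are those chosen here.

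Expected counts per sample added up to between 25310443 and 72003442 over genes, with a median of 44804505. The 10 most abundant genes held between 5.45 and 12.5% of a sample's counts. Replicates differed by more than counting alone would give. The lowest chi-square per degree of freedom between 2 replicates of a group, over all groups, was 11.0, and no sample was a copy of another. NRP1 had at least 77 expected counts in every sample, so that depth did not limit its gene-level fold changes, while single NRP1 transcripts fell to 0 expected counts in some samples. Reads carried no molecular identifiers, and the errors given are standard deviations between replicates.

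Tools were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and data.table 1.17.8, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The edgeR version is older than the one the paper names.

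For differential expression, expected counts per gene were rounded. One model was fitted per cell line over all its samples with 6 group means (filterByExpr, TMM, estimateDisp, glmQLFit with robust = TRUE, glmQLFTest), and p-values were adjusted by the Benjamini-Hochberg method over the 20067 (SUM159PT), 18800 (MDA-MB-231) or 19661 (HS578T) genes tested, with a threshold of 0.05. Each NRP1-targeting siRNA was compared with siNT and each NRP1-targeting shRNA with shNT, and shNT was compared with siNT. The interaction of siNRP1#5 and shNRP1#5 was tested in the same model. A model over all 52 samples with 18 group means tested whether the log2 fold changes of NRP1, ZEB1 and ITGA6 were equal in the 3 cell lines, with adjustment over 12 tests. Counts were simulated for 20067 genes, drawn independently with the dispersions fitted in SUM159PT, with 200 genes changed by a log2 fold change of 1.5. The test called 125 of the changed genes (62.5%), 3.85% of 130 calls were unchanged genes, and a contrast without changes gave 0 calls. Differences between samples that many genes share were not simulated.

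MDS used plotMDS of edgeR on log2 CPM with prior count 2 and 500 features for each pair of samples, at the gene and transcript level. The share of variance between groups was tested by 100000 permutations of labels within strata, in 20 tests set beforehand and 28 added after the data had been seen. NRP1 transcripts were grouped as transmembrane (4) and soluble (5) from Fig. 6c, and 5 of the 14 belonged to neither group. Their changes were tested with exact permutation of labels within cell lines on log2(TPM + 0.1), and the share of NRP1-204 on the isoform percentage, both two-sided. The sequences in the methods were matched to GRCh38 with the annotation of an earlier GENCODE release than that of the authors. Both use the same genome build, and identifiers and versions of the NRP1 transcripts were the same, so coordinates and exon numbers were taken from it.

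Lists fixed before the data were examined were 18 interferon-stimulated genes, 20 proliferation genes, 21 genes that the paper names, 4 markers that claudin-low cells lack (CLDN3, CLDN4, CLDN7 and CDH1), 4 that they express (ZEB1, SNAI1, VIM and ITGA6) and 3 receptors (ESR1, PGR and ERBB2). The first 2 lists were tested with limma's fry after voom in the same groups, with adjustment over 30 tests, and with camera as an alternative. Among 100 simulated lists of unchanged genes, 7 had a fry p-value under 0.05. The genes named in the text are those of the list of 21 genes and, per cell line, up to 3 genes with the largest mean log2 fold change among those past the threshold in the same direction in all 4 knockdown comparisons. CLDN4 and further genes of the marker lists are named for their levels. The seed analysis compared genes with and without a match to guide bases 2 to 8 in the 3′ UTR (15458 genes). It assumed that the guide is the reverse complement of the sense sequence that the paper gives. The matching 7-mer was ranked, by the z score of its shift, among those of the 16384 7-mers that at least 50 genes hold.

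To look for RNA of another cell line, marker genes were defined from the NT controls as those with a mean of at least 50 CPM in one cell line and at most 0.1 in every NT sample of the other. A sample's share is the median over markers of its level, in CPM without TMM, as a percent of the other cell line's. This rule left 0 genes for MDA-MB-231 markers in HS578T, so that their shares come from the alternative of 20 and 0.5 CPM (36 genes) and from markers that the remaining cell line also held at under 1 part in 20 of their level (22 genes), which was chosen after the data had been seen. In simulated mixtures with 3% of another cell line, 3.11% was recovered. The reads that these shares assign to other cell lines were subtracted in an alternative to the differential expression model.

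The alternatives were DESeq2 in place of edgeR, no filter on low counts, only the 2 groups compared, the replicate number as a block, each replicate left out in turn, the ratio of mean TPM, other numbers or selections of MDS features, a pseudocount of 1 TPM, other transcript sums, other limits and, added after the data had been seen, other sample orders for fry. Whether equal replicate numbers pair samples of a knockdown group and its control was checked from the correlation of their deviations from the group means. With 3 pairs, every pair was above 0.1 for siNRP1#3 and shNRP1#3 in SUM159PT (0.306 to 0.559 and 0.205 to 0.698), siNRP1#5 and shNRP1#3 in MDA-MB-231 (0.617 to 0.714 and 0.330 to 0.551) and shNRP1#5 in HS578T (0.337 to 0.804), and in 7 other comparisons not. The paper calls the shRNA replicates consecutive passages and does not say that a number marks a shared day. No enrichment of gene sets beyond the lists named and no variant calling was made.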

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

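All tests in this part were chosen only after the result was seen, except the 2 tests of MDA-MB-231 RNA on genes that both cell lines express and on genes of HS578T alone, the seed tests, the list tests and the tests between cell lines. The limits that separate one outcome of a test from another were also set afterwards. No group was large enough for a search for single samples far from the others.

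The HS578T siRNA samples held transcripts that the paper does not report in them. Marker genes of MDA-MB-231, high in its NT controls and nearly absent from those of HS578T and SUM159PT, lay at 14.8, 14.6 and 9.31% of their MDA-MB-231 level in the 3 siNRP1#5 samples (mean 12.9%) and at 1.40, 2.24 and 4.24% in the siNRP1#3 samples (mean 2.63%). In the NT controls of HS578T they lay between 0.106 and 1.04%. These values come from 22 markers chosen after the data had been seen. With the limits of 20 and 0.5 CPM set before the data were examined (36 markers), the siNRP1#5 samples had 15.8, 14.9 and 8.55%, and the strictest limits left no marker gene. Among the most abundant markers, HLA-DRA had 5.11, 5.84 and 7.07 CPM in the siNRP1#5 samples (51.9 CPM in MDA-MB-231 NT controls), FBP1 had 6.36, 5.89 and 3.18 (45.9) and PKP2 had 5.66, 5.00 and 3.49 (33.4).

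Induction of these genes by the siNRP1#5 sequence is argued against by HS578T shNRP1#5, which carries the same 19 bases and had a mean marker level of 0.206% where shNT had 0.178%. The same siRNA in SUM159PT left the MDA-MB-231 markers at 0.0661 and 0.142%. RNA of MDA-MB-231 in the HS578T samples is the candidate source, and 2 tests that could have come out otherwise went with it. The markers sat near 1 shared percent in each siNRP1#5 sample, with a mean ratio of 1.37 between the upper and the lower quartile. Over 683 genes that HS578T also expresses but MDA-MB-231 expresses at a higher level, the slope of the observed on the predicted log2 change was 1.06 (r = 0.625 across genes, which are not independent replicates), and 642 were higher. The number of higher genes alone is not diagnostic, since 396 of 512 such genes were also higher in HS578T shNRP1#5, where the slope test had almost no predicted change (median 0.0017). Another test leaves the matter open. Genes of HS578T that MDA-MB-231 lacks had a median log2 change of -0.36 in siNRP1#5 (75 of 100 lower) where the share predicts -0.19, but they fell by a median of 0.32 in siNRP1#3 as well, where it predicts -0.028. At which step RNA or cells of another cell line would have entered was not tested, and neither the labels nor the methods give a library batch. A biological change of HS578T towards the MDA-MB-231 profile under siNRP1#5 alone was not tested beyond these values.

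RNA of MDA-MB-231 as the whole cause of the differential expression in HS578T siNRP1#5 is argued against, because 2119 of the 3667 genes called were also called after the reads assigned to other cell lines had been subtracted. The number of genes called higher fell from 1989 to 1162 of 2763. The subtraction itself may add spread, which was not measured. Other calls in HS578T were lost at an almost unchanged fold change, so a lost call alone says little.

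The interferon list was higher in HS578T siNRP1#5 (median log2 fold change 1.91, 14 of 17 genes higher, adjusted p = 0.000405, limma's fry), with 10 genes past the threshold over all genes tested and 12 adjusted over the list alone. The median stayed between 1.40 and 2.00 with 1 sample left out. After the subtraction it was 0.50 (10 of 17 higher, adjusted p = 0.696), with a range of adjusted p-values from 4.72e-07 to 0.696 over its alternatives. MDA-MB-231 RNA is thus a candidate explanation for most of this rise. A response of HS578T to siNRP1#5 remains open and was not tested separately.

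The log2 fold change of NRP1 differed between the cell lines in a model over all samples. After siNRP1#5 it was -4.32 in SUM159PT, -4.91 in MDA-MB-231 and -2.65 in HS578T (adjusted p = 6.81e-06, edgeR), with 7.54e-10 to 0.930 over the alternatives. RNA of MDA-MB-231 siNT samples at the shares above would bring 96.1, 62.8 and 26.2% of the NRP1 measured in the 3 HS578T samples. That was 52.2% of the sum. All of these percents are too low, because the shares rest on CPM without TMM and the NRP1 levels on CPM with it. TMM factors were 0.775, 0.900 and 0.728 in the 3 samples and 1.07 to 1.14 in MDA-MB-231 siNT. MDA-MB-231 shNT samples had more NRP1 (177 against 73.8 CPM), so these percents depend on the control taken. This test cannot tell whether NRP1 of MDA-MB-231 makes the fold change smaller in HS578T, because the part differs between the samples, and RNA from MDA-MB-231 cells treated with siNRP1#5 would bring almost none. After siNRP1#3 the fold changes were -2.10, -0.72 and -1.20 (adjusted p = 0.00364, edgeR, 0.000102 to 0.930 over the alternatives), and after shNRP1#5 they were -2.33, -1.06 and -2.08 (adjusted p = 0.00431, edgeR, 0.000126 to 0.930). Without replicate 2, neither passed the threshold (adjusted p = 0.0708 for each, edgeR). After the subtraction the 3 differences lost it (adjusted p = 0.930 for each, edgeR). For siNRP1#5 the fold change in HS578T then moved to -4.22, beside -4.40 in SUM159PT and -4.90 in MDA-MB-231. But the subtraction takes the RNA to be that of MDA-MB-231 control cells and so cannot test this. The fold changes hardly moved for shNRP1#5 (-2.35, -1.07 and -2.10) and siNRP1#3 (-2.12, -0.70 and -1.26), and the cause of the loss of these 2 was not tested. A difference in delivery between cell lines and a difference in which NRP1 transcripts they express stay open and were not tested.

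ITGA6, which the paper names as a gene that claudin-low cells express, changed unequally after both siRNAs. The paper's background also cites lower ZEB1 and ITGA6 after NRP1 knockdown, from an earlier study by its authors. Here ITGA6 fell past the threshold after siNRP1#3 in SUM159PT (adjusted p = 0.000246, edgeR) and MDA-MB-231 (1.54e-06). After siNRP1#5 it rose past the threshold in MDA-MB-231 (0.009) and HS578T (0.0162). ZEB1 passed it in no knockdown comparison (adjusted p from 0.322 to 0.961, edgeR). The log2 fold changes after siNRP1#3 were -2.29 in SUM159PT, -1.20 in MDA-MB-231 and -0.59 in HS578T (adjusted p = 0.00135, edgeR), and the difference lost the threshold without replicate 3 (adjusted p = 0.0946, edgeR, the highest over its alternatives, with 2.25e-06 the lowest). After the subtraction they were -2.34, -1.19 and -1.00 (adjusted p = 0.0198, edgeR), so that most of the gap between MDA-MB-231 and HS578T was gone. After siNRP1#5 they were -0.67, 0.43 and 1.25 (adjusted p = 0.00119, edgeR, 8.03e-07 to 0.0198 over the alternatives). After the subtraction the fold changes after siNRP1#5 were -0.73, 0.44 and 0.80 (adjusted p = 0.0198, edgeR). This test covers all 3 cell lines, and SUM159PT and MDA-MB-231 already moved in opposite directions. It therefore cannot tell how much of the rise in HS578T comes from MDA-MB-231 RNA. The 3 HS578T siNRP1#5 samples had 94.9, 101 and 85.3 CPM of ITGA6. A mixture of the HS578T and MDA-MB-231 siNT controls at the shares above predicts 65.9, 65.6 and 56.1. These predictions are too low, because the shares rest on CPM without TMM and the ITGA6 levels on CPM with it. After shNRP1#3 and shNRP1#5, ITGA6 changed by -0.05 and -0.05 in SUM159PT, -0.17 and 0.03 in MDA-MB-231 and -0.37 and -0.21 in HS578T, without passing the threshold (adjusted p from 0.541 to 0.968, edgeR), where NRP1 fell by 1.05 to 2.30 on the log2 scale. These values go against a response to lower NRP1 that is alike under siRNA and shRNA. Off-target effects of the 2 siRNAs and a response that depends on the delivery or the time of harvest stay open.

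Other list results passed the threshold in data that the paper did not analyse in this way. The interferon list was lower in SUM159PT siNRP1#5 (median -1.68, 1 of 17 genes higher, adjusted p = 0.00496, limma's fry, 11 genes past the threshold over all genes tested and 12 adjusted over the list alone), in MDA-MB-231 siNRP1#3 (-0.56, 4 higher, adjusted p = 0.0158, 9 and 9 genes) and in MDA-MB-231 shNRP1#5 (-0.48, 3 higher, adjusted p = 0.00496, 8 and 9 genes). The proliferation list was lower in MDA-MB-231 siNRP1#5 (-0.24, 5 of 20 higher, adjusted p = 0.00848, 6 and 6 genes). These 4 results kept their direction in every fit with 1 sample left out and their call in every such fit that allowed a test, which the 2 fits that left 1 SUM159PT siNRP1#5 sample did not (medians -1.87 and -1.30). They also kept them after the subtraction, which removes few reads from these samples. With fry, no list was lower after all 4 NRP1-targeting sequences in a cell line at this threshold. With camera, the interferon list in SUM159PT was, with medians of -0.43 (siNRP1#3, 3 of 17 genes higher, adjusted p = 0.00405), -1.68 (siNRP1#5, 1 higher, 4.72e-07), -0.25 (shNRP1#3, 5 higher, 0.0289) and -0.54 (shNRP1#5, 2 higher, 3.83e-05), so that the answer depends on the test. The adjusted p-values with fry were 0.112, 0.00496, 0.439 and 0.0559 in the same order. Off-target effects of a sequence and a response to lower NRP1 were not separated.

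Between the NT controls, the interferon list was lower with shNT in SUM159PT (median -0.98, 2 of 17 higher, adjusted p = 0.0313, limma's fry), and the proliferation list was higher in SUM159PT (1.25, 19 of 20 higher, adjusted p = 0.032) and HS578T (0.74, 19 of 20 higher, adjusted p = 0.032). With 1 sample left out, which also lowers the power, the medians stayed between -1.27 and -0.68, 1.12 and 1.57, and 0.52 and 1.06, while calls were lost. The first was lost without shNT replicate 1 (adjusted p = 0.0615), shNT replicate 3 (0.0979), siNT replicate 1 (0.0979) or siNT replicate 3 (0.0608). The second was lost without shNT replicate 1 (0.0666), replicate 2 (0.0504) or replicate 3 (0.0979) or siNT replicate 1 (0.0984) or replicate 2 (0.105). The third was lost without shNT replicate 2 (0.112) or replicate 3 (0.112) or siNT replicate 1 (0.102) or replicate 2 (0.0939). Delivery, selection, vector and time of harvest differ together between the controls and were not separated.

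Genes with a match to the seed of an siRNA in the 3′ UTR were lower than other genes, which the paper does not examine. For siNRP1#5 the mean shift over the cell lines was -0.39 on the log2 scale (1382 of 15458 genes with GCACTTA, exact permutation test of labels within cell lines, p = 0.00225, adjusted p = 0.0045 over 4 tests, 7 of 8 samples), and for siNRP1#3 it was -0.21 (1573 genes with CACAAGA, exact permutation test, p = 0.00175, adjusted p = 0.0045, 8 of 9 samples). The shift stayed between -0.42 and -0.36 and between -0.24 and -0.19 with 1 sample left out. The 7-mers were ranked from the lowest by the z score of their shift, and not by the shift itself. Bias from UTR length and GC content is argued against by these ranks after adjustment for both. The siNRP1#5 site had rank 1 among at least 16246 7-mers in every cell line and the siNRP1#3 site rank 2. By the adjusted shift alone the siNRP1#3 site did not have rank 2 in HS578T, where ACAAGAA (-0.130) and CACTGCG (-0.117) lay below CACAAGA (-0.100). Before the adjustment the ranks were 1, 1 and 716 in SUM159PT, MDA-MB-231 and HS578T for siNRP1#5 and 2, 4 and 2 for siNRP1#3. In HS578T the siNRP1#5 shift was -0.10, in the samples with MDA-MB-231 markers. An effect of the siRNA seeds on genes other than NRP1 is a hypothesis that these values leave standing, and how much of the differential expression it would account for was not tested. The shRNA seeds gave shifts that did not pass the threshold (shNRP1#5, with the same site as siNRP1#5, -0.06, exact permutation test, p = 0.231, 6 of 9 samples; shNRP1#3 0.10, exact permutation test, p = 0.15, adjusted p = 0.201, 6 of 8 samples). After the adjustment the shNRP1#5 site had ranks 2, 45 and 1.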

How the results depend on the processing

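The alternatives below were set before the data were examined, except the subtraction of reads assigned to other cell lines, the markers that the remaining cell line holds at a low level, the adjustment for UTR length and GC content, the 20 other sample orders for the gene lists, the fits that left out samples for the gene lists and for the comparison between cell lines, and the replicate block for that comparison. These were chosen after the data had been seen. A change of a value without a test is counted when it exceeds the standard deviation of the replicates, which is that of the knockdown group for fold changes and that of the leave-one-out values for correlations, and a change of a gene count when it exceeds a factor of 1.5. The cause of a change was not tested unless a cause is given.

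With DESeq2 in place of edgeR, 14 of 15 log2 fold changes of NRP1 kept their direction and their side of the threshold, as did the 3 differences between siNRP1#5 and shNRP1#5, the 12 tests between cell lines and the 36 changes of other named genes. The exception was shNRP1#3 in HS578T (-1.60, adjusted p = 3e-05, against 0.069 with edgeR). Of 12 counts of changed genes, 6 stayed within a factor of 1.5. The others were 147 (HS578T shNRP1#3), 1004 (HS578T shNRP1#5), 1618 (HS578T siNRP1#3), 1127 (MDA-MB-231 shNRP1#3), 733 (SUM159PT shNRP1#3) and 2676 (SUM159PT siNRP1#3), each higher than with edgeR. In SUM159PT shNRP1#3 the share of genes called higher also moved by over 10 percentage points with DESeq2, which called 266 genes higher and 467 lower.

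Without the filter on low counts, 14 log2 fold changes of NRP1, all 12 tests between cell lines, the 3 counts between shNT and siNT and all 20 MDS shares were unchanged in direction and call. NRP1 in HS578T shNRP1#3 passed the threshold (-1.56, adjusted p = 0.000303, edgeR). ITGA6 in MDA-MB-231 shNRP1#5 went to -0.012 and ZEB1 in MDA-MB-231 shNRP1#3 to -0.0057, the opposite direction in both cases, with no call in either fit. Counts of changed genes rose to 252 (HS578T shNRP1#3), 1076 (HS578T shNRP1#5), 1612 (HS578T siNRP1#3), 1538 (MDA-MB-231 shNRP1#3), 831 (SUM159PT shNRP1#3) and 2046 (SUM159PT shNRP1#5), and 6 others stayed within a factor of 1.5. Among 36 changes of other named genes, 33 were unchanged, and HSD17B10 in SUM159PT siNRP1#3 lost the threshold (0.68, adjusted p = 0.0893, edgeR).

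When only the 2 groups compared were fitted, fewer samples estimated the spread. Counts were then 0 for shNRP1#3 and 0 for shNRP1#5 in HS578T (1052 and 4005 genes at an unadjusted p-value under 0.05), 2044 for MDA-MB-231 shNRP1#3, 6823 for MDA-MB-231 shNRP1#5, 2136 for MDA-MB-231 siNRP1#5, 488 for SUM159PT shNRP1#3, 1080 for SUM159PT siNRP1#3 and 59 for SUM159PT siNRP1#5, so that they moved in both directions. The other 4 counts, the 3 counts between shNT and siNT and 14 log2 fold changes of NRP1 were unchanged, and NRP1 in HS578T shNRP1#5 lost the threshold (-2.11, adjusted p = 0.0595, edgeR). Among the 36 changes of other named genes, HSD17B10 lost it in SUM159PT siNRP1#3 (0.69, adjusted p = 0.117, edgeR) and siNRP1#5 (1.00, adjusted p = 0.148, edgeR) and ITGA6 in MDA-MB-231 siNRP1#5 (0.45, adjusted p = 0.127, edgeR).

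With the replicate number as a block, counts rose to 291 (HS578T shNRP1#3), 1507 (HS578T shNRP1#5), 2327 (HS578T siNRP1#3), 5633 (HS578T siNRP1#5), 1203 (MDA-MB-231 shNRP1#3), 610 (SUM159PT shNRP1#3), 1934 (SUM159PT shNRP1#5) and 3032 (SUM159PT siNRP1#3), and 4 stayed within a factor of 1.5. Of the genes called without the block, 3270 of 3590 were called with it for SUM159PT siNRP1#5, 3645 of 3667 for HS578T siNRP1#5, 4768 of 4823 for MDA-MB-231 siNRP1#3, 5472 of 5518 for MDA-MB-231 siNRP1#5 and 1173 of 1192 for SUM159PT shNRP1#5. Of the 7 other comparisons, MDA-MB-231 shNRP1#5 lost the most genes (3873 of 3899). NRP1 in HS578T shNRP1#3 passed the threshold (-1.45, adjusted p = 0.00957, edgeR). The interferon list passed it for HS578T siNRP1#3 (median 0.69, adjusted p = 0.0418) and SUM159PT shNRP1#5 (-0.54, 0.0400), and the proliferation list for HS578T siNRP1#3 (-0.79, 0.00122), HS578T siNRP1#5 (0.53, 0.00164), MDA-MB-231 siNRP1#3 (-0.077, 0.0439) and SUM159PT siNRP1#3 (-0.74, 0.0271). In paired differences the change of the NRP1-204 share after shNRP1#5, -7.43 percentage points, lost the threshold (exact sign-flip test, p = 0.0508). The other 11 changes of NRP1, 18 list results, 12 tests between cell lines, 36 changes of other named genes, 8 changes of soluble and transmembrane transcripts, 4 seed shifts and 3 shares of NRP1-204 were unchanged. No paired analysis was possible for shNT against siNT, because neither the labels nor the methods link an siRNA replicate to an shRNA replicate.

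By the ratio of mean TPM, NRP1 changed by -0.54 in HS578T siNRP1#3, -1.31 in HS578T shNRP1#3, -0.016 in MDA-MB-231 siNRP1#3, -1.31 in MDA-MB-231 shNRP1#3 and -1.30 in SUM159PT siNRP1#3, and by values within 1 standard deviation in 7 other comparisons.

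After the reads assigned to other cell lines were subtracted, 13 changes of NRP1, 10 counts of changed genes, the 3 counts between shNT and siNT, 28 list results and 9 tests between cell lines were unchanged in call. NRP1 lost the threshold in HS578T shNRP1#5 (-2.11, adjusted p = 0.341, edgeR) and HS578T siNRP1#3 (-1.22, adjusted p = 0.597, edgeR) at nearly the same fold change. The tests of NRP1 between cell lines lost it for siNRP1#3 (range of the log2 fold changes 1.41), siNRP1#5 (0.68) and shNRP1#5 (1.28), each with an adjusted p-value of 0.930 (edgeR). Counts fell to 3 (HS578T shNRP1#3) and 71 (HS578T shNRP1#5). The interferon list in HS578T had a median of 0.50 for siNRP1#5 (adjusted p = 0.696, limma's fry) in place of 1.91, and of -0.039, in the opposite direction, for shNRP1#3. For siNRP1#3, where it passed the threshold with the block and with camera but not with fry alone, the median was 0.22 (adjusted p = 0.746) in place of 0.69.

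With camera in place of fry, the 8 list results called by fry were also called, and 10 more were called by camera only. These were the interferon list for HS578T siNRP1#3 (median 0.69, adjusted p = 0.0143), SUM159PT siNRP1#3 (-0.43, 0.00405), shNRP1#3 (-0.25, 0.0289) and shNRP1#5 (-0.54, 3.83e-05), and the proliferation list for HS578T siNRP1#3 (-0.79, 1.51e-06) and siNRP1#5 (0.53, 0.000966), MDA-MB-231 shNRP1#3 (-0.087, 0.0143), and SUM159PT siNRP1#3 (-0.74, 3.64e-05), siNRP1#5 (0.87, 0.00258) and shNRP1#3 (-0.41, 0.0019). The p-values of fry also depend on the order in which the samples are given. In 20 other orders, the 8 results called by fry were called each time and 21 of the other 22 were never called. The exception was the interferon list for SUM159PT shNRP1#5, called in 1 of 20 (adjusted p from 0.0373 to 0.0694). With the replicate block, 2 of the 11 calls depended on the order, the interferon list for SUM159PT shNRP1#5 (17 of 20 orders, 0.0248 to 0.0527) and the proliferation list for MDA-MB-231 siNRP1#3 (16 of 20, 0.0426 to 0.0555). With the block, 9 of the 24 results had a lower adjusted p-value in the order used here than in any of the 20 others, and 0 had a higher one. For the proliferation list, the 20 orders gave 0.00159 to 0.00237 in HS578T siNRP1#3, 0.00202 to 0.0027 in HS578T siNRP1#5 and 0.0208 to 0.0275 in SUM159PT siNRP1#3, and for the interferon list in HS578T siNRP1#3 they gave 0.0277 to 0.0456. The p-values of fry with the block also depend on the linear algebra kernel of the processor, which was held fixed. Other orders were not tried for the list fits with samples left out or reads subtracted, so that their calls close to 0.05 share this limit.

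With 1000 features per pair of samples, 18 of 20 MDS shares were unchanged, and 2 passed the threshold, by sequence in dimension 2 of the HS578T genes (55%, permutation p = 0.0205) and by modality in dimension 1 of the SUM159PT transcripts (25.9%, permutation p = 0.0309). With a common set of features 16 were unchanged. At the transcript level, dimension 2 of MDA-MB-231 by sequence (44.6%, permutation p = 0.0203) and dimension 1 of SUM159PT by modality (39.2%, 0.00802) passed the threshold, while dimension 2 of SUM159PT by sequence (24.9%, 0.153) and dimension 4 of all samples by sequence (3.02%, 0.365) lost it.

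Among genes with a mean log2 CPM of at least 5, the correlation of siRNA and shRNA effects was 0.189 (#3 with #3), 0.215 (#3 with #5), 0.301 (#5 with #3) and 0.621 (#5 with #5) in HS578T, -0.0278 (#5 with #3) and 0.159 (#5 with #5) in MDA-MB-231, and 0.00979 (#3 with #3), -0.205 (#5 with #3) and 0.451 (#5 with #5) in SUM159PT, where the siRNA is named first. The other 3 moved by less than their spread. Without the filter on low counts, in the order #3 with #3, #3 with #5, #5 with #3 and #5 with #5, they were 0.0454, 0.0468, 0.0517 and 0.140 in HS578T and 0.0230, 0.0379, -0.0446 and 0.154 in SUM159PT, and 0.00821, 0.0640 and -0.0646 in MDA-MB-231 for the first 3. No correlation changed its sign under these 2 alternatives.

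At a limit of 0.5 TPM, 0 of CLDN3, CLDN4, CLDN7 and CDH1 lay under the limit in MDA-MB-231 siNT in place of 1. At 5 TPM, 1 of ZEB1, SNAI1, VIM and ITGA6 lay under it in each of SUM159PT siNT and shNT and HS578T siNT and shNT, in place of 0. The highest share of HS578T markers in a MDA-MB-231 sample was 2.62% with the limits of 20 and 0.5 CPM and 1.85% with markers low in the remaining cell line, in place of 1.14%, and that of MDA-MB-231 markers in a SUM159PT sample 1.06 and 1.09% in place of 0. The main limits gave no value for MDA-MB-231 markers in HS578T. The 4 seed shifts, the sums of soluble and transmembrane transcripts and the share of NRP1-204 were unchanged in direction and call under their other alternatives.

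When single samples were left out, the log2 fold change of NRP1 ranged from -1.67 to -1.43 in HS578T shNRP1#3 and from -1.29 to -1.10 in HS578T siNRP1#3, with the call lost without siNRP1#3 replicate 1 (adjusted p = 0.0683, edgeR). In SUM159PT shNRP1#3 it ranged from -1.60 to -1.17, with 5 of 6 calls lost, and was called only without shNRP1#3 replicate 1. For shNT against siNT in SUM159PT it ranged from -0.068 (without siNT replicate 2) to 0.29. The difference of siNRP1#5 and shNRP1#5 in SUM159PT ranged from -2.52 to -1.66 and was called in 2 of 9 fits with a test, without shNRP1#5 replicate 3 and without siNT replicate 2. Between cell lines, the range of log2 fold changes was 1.32 to 1.86 for ITGA6 after siNRP1#3 (call lost without replicate 3, adjusted p = 0.0946, edgeR), 1.13 to 1.35 for NRP1 after shNRP1#5 and 1.28 to 1.55 for NRP1 after siNRP1#3 (calls lost without replicate 2, adjusted p = 0.0708 for each, edgeR). ITGA6 ranged from -0.42 to 0.046 in HS578T shNRP1#5, -0.031 to 0.12 in MDA-MB-231 shNRP1#5, -0.13 to 0.050 in SUM159PT shNRP1#3 and -0.13 to 0.047 in SUM159PT shNRP1#5. ZEB1 ranged from -1.14 to 0.12 (HS578T siNRP1#3), -0.28 to 0.70 (HS578T siNRP1#5), -0.053 to 0.34 (HS578T shNRP1#5), -0.49 to 0.18 (MDA-MB-231 siNRP1#5), -0.054 to 0.20 (MDA-MB-231 shNRP1#3), -0.13 to 0.11 (MDA-MB-231 shNRP1#5), -0.25 to 0.75 (SUM159PT siNRP1#3) and -0.45 to 0.88 (SUM159PT siNRP1#5).

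Left-out samples gave 4 to 7 changed genes in HS578T shNRP1#3 (4 without shNT replicate 2 or replicate 3), 10 to 370 in HS578T shNRP1#5 (10 without shNRP1#5 replicate 2, 20 without shNT replicate 2, 370 without shNRP1#5 replicate 1 and 65 to 83 without one of the others), 317 to 691 in HS578T siNRP1#3 (317 without siNRP1#3 replicate 1) and 2072 to 3070 in HS578T siNRP1#5 (2072 without siNT replicate 2). In MDA-MB-231 there were 303 to 480 for shNRP1#3 (303 without shNT replicate 2) and 2100 to 3189 for shNRP1#5 (2100 without shNT replicate 3), and in SUM159PT 97 to 207 for shNRP1#3 (97 without shNRP1#3 replicate 1), 464 to 1221 for shNRP1#5 (464 without shNRP1#5 replicate 2), 663 to 1418 for siNRP1#3 (663 without siNRP1#3 replicate 1) and 2200 to 3459 for siNRP1#5 (2200 without siNT replicate 1). Between shNT and siNT they were 1590 to 3898 in HS578T (1590 without siNT replicate 2), 2543 to 3539 in MDA-MB-231 (2543 without shNT replicate 3) and 463 to 3398 in SUM159PT (463 without shNT replicate 3, 1065 without shNT replicate 1, 1106 without siNT replicate 1). A fit with fewer samples also has less power.

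For the interferon list, the median log2 fold change with 1 sample left out ranged from -0.42 to 0.28 (HS578T shNRP1#3), -0.50 to 0.13 (HS578T shNRP1#5), -0.21 to 0.32 (HS578T shNT against siNT), -0.12 to 0.039 (MDA-MB-231 shNRP1#3), -0.0060 to 0.21 (MDA-MB-231 shNT against siNT), -0.092 to 0.054 (MDA-MB-231 siNRP1#5), -1.03 to -0.57 (SUM159PT shNRP1#5), -1.27 to -0.68 (SUM159PT shNT against siNT), -0.72 to -0.36 (SUM159PT siNRP1#3) and -1.87 to -1.30 (SUM159PT siNRP1#5). SUM159PT shNRP1#5 was called without shNRP1#5 replicate 1 (adjusted p = 0.0285) or shNT replicate 3 (0.0386), and SUM159PT siNRP1#3 without siNT replicate 2 (0.0431). For the proliferation list it ranged from -0.67 to 0.039 (HS578T shNRP1#3), -0.030 to 0.41 (HS578T shNRP1#5), 0.52 to 1.06 (HS578T shNT against siNT), -0.21 to -0.018 (MDA-MB-231 siNRP1#3, called without siNT replicate 3, adjusted p = 0.0372), 1.12 to 1.57 (SUM159PT shNT against siNT) and -0.0078 to 1.16 (SUM159PT siNRP1#5). Lost calls of these lists are named with the lists. The other 14 list results kept direction and call in every such fit.

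The MDS shares with 1 replicate number left out ranged from 58.8 to 75.5% (MDA-MB-231 genes, dimension 2 by sequence), 40.8 to 88.3% (SUM159PT genes, dimension 2 by sequence) and 53.6 to 97.8% (SUM159PT transcripts, dimension 2 by sequence). These fits hold fewer samples, 7 or 8 with a knockdown, and none of them passed the threshold, which says nothing about stability. By modality, dimension 1 ranged from 17.8 (without replicate 2, permutation p = 0.188) to 54.7% for SUM159PT genes, from 1.38 (without replicate 2, 0.66) to 62.4% for MDA-MB-231 transcripts and from 9.11 to 77.4% (without replicate 2, 0.0022) for SUM159PT transcripts. Dimension 4 of all transcripts by sequence ranged from 6.29 (without replicate 1, 0.396) to 42.4%. The other 13 shares kept their side of the threshold.

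The correlations with 1 sample left out ranged, in the order of pairs given above, from 0.00083 to 0.129, 0.0037 to 0.169, -0.0090 to 0.154 and 0.256 to 0.372 in HS578T, from 0.0066 to 0.0842, 0.0631 to 0.186, -0.170 to -0.0708 and -0.0159 to 0.135 in MDA-MB-231, and from 0.0222 to 0.104, 0.0308 to 0.0896, -0.182 to -0.0546 and 0.112 to 0.348 in SUM159PT. The seed shift of shNRP1#3 ranged from 0.035 to 0.17. The share of NRP1-204 changed by 12.8 to 14.5 percentage points after shNRP1#3 and by -8.51 to -0.703 after siNRP1#5, with a call without MDA-MB-231 siNRP1#5 replicate 2 (exact permutation test, p = 0.022). Soluble transcripts changed by -0.55 to -0.35 after shNRP1#3 and by -4.21 to -3.59 after siNRP1#5, and transmembrane transcripts by -1.71 to -1.54 and -4.22 to -3.87. The fall of soluble transcripts after shNRP1#3 lost the threshold without SUM159PT shNRP1#3 replicate 3 (exact permutation test, p = 0.0565), shNT replicate 1 (0.061) or shNT replicate 2 (0.059). Fits that left a group with 1 sample gave values without a test.

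Depth limited the transcript values rather than the gene values. Expected counts on NRP1-204 went down to 0.47 in a sample, so that in MDA-MB-231 siNRP1#5 its percentage rests on few reads.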

Differences from the paper's values

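The shares of variance on the MDS axes and NRP1 as a percent of its NT control were read by eye from the paper's figures, to at most 2 digits, and compared with the values computed here. None of the values computed as described in the processing summary differed from these readings by more than a factor of 1.5 and the spread of the replicates. Of the alternatives set before the data were examined, 2 did in part. By the ratio of mean TPM in place of counts scaled with TMM, NRP1 after siNRP1#3 was 40.6% of siNT in SUM159PT, where the paper shows about 24% in Fig. 6a, 98.9% in MDA-MB-231 (about 62%) and 68.8% in HS578T (about 42%). With one common set of features for all distances, 9 axis shares differed. At the gene level these were dimensions 3 (2.37%) and 4 (0.863%) of all samples and dimension 1 of HS578T (57.4%). For transcripts they were dimensions 1 (47.2%) and 2 (28.1%) of all samples, dimension 1 of SUM159PT (26.7%) and MDA-MB-231 (17.7%), and dimensions 1 (26.5%) and 2 (15.0%) of HS578T.

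The paper states that NRP1 was lower in the siRNA and shRNA samples of each cell line. All 12 log2 fold changes were negative here, but that of HS578T shNRP1#3 (-1.59) had an adjusted p-value of 0.069 with edgeR. It passed the threshold with DESeq2 (-1.60, adjusted p = 3e-05), without the filter on low counts (-1.56, adjusted p = 0.000303, edgeR) and with the replicate number as a block (-1.45, adjusted p = 0.00957, edgeR), all set before the data were examined. It did not when only the 2 groups were compared (adjusted p = 0.337, edgeR). By the ratio of mean TPM, the change in MDA-MB-231 siNRP1#3 was -0.02. In the paper's RT-qPCR, total NRP1 of HS578T siNRP1#3 was only slightly under siNT. Here that log2 fold change was -1.20 from counts (adjusted p = 0.0101, edgeR), and TPM summed over NRP1 transcripts were 68.8% of siNT.

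The paper names NRP1-206 and NRP1-204 as the transcripts with the highest percentages. These were the 2 highest by group mean in 10 of 18 groups, and NRP1-209 was among the 2 highest in 6. The paper also describes NRP1-204 as the dominant transcript in the siNRP1#3 and shNRP1#3 samples. In SUM159PT shNRP1#3, NRP1-204 held 22.1% and NRP1-206 held 40.7%. In MDA-MB-231 shNRP1#3 the means were 35.0 and 32.3%, and NRP1-204 was ahead in 1 of 3 samples.

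The paper concludes that the #3 sequences lower only the transmembrane isoform. The soluble transcripts changed by -0.43 on the log2 scale after shNRP1#3 (exact permutation test, p = 0.0228, lower in 8 of 8 samples), which did not pass the threshold without SUM159PT shNRP1#3 replicate 3 (exact permutation test, p = 0.0565), shNT replicate 1 (0.061) or shNT replicate 2 (0.059). After siNRP1#3 they rose by 1.24.

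The paper describes a primary separation of the samples of each cell line by siRNA versus shRNA. For the transcripts of SUM159PT this accounted for 22.2% of dimension 1 (permutation test, p = 0.052). The share passed the threshold with a common set of features (39.2%, permutation test, p = 0.00802), with 1000 features per pair of samples (25.9%, p = 0.0309) and without replicate 2 (77.4%, p = 0.0022). It was lower without replicate 1 (9.11%) and without replicate 3, and passed the threshold in neither. Without replicate 2, the share also lost the threshold for the genes of SUM159PT (17.8% in place of 44.3%, permutation test, p = 0.188) and the transcripts of MDA-MB-231 (1.38% in place of 36.1%, p = 0.66). The paper also describes a trend by target sequence in the second gene-level dimension. In HS578T this share was 30.3% (permutation test, p = 0.12), and 55% with 1000 features (p = 0.0205).

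In its section on RT-qPCR, the paper calls the siRNA and shRNA #3 sequences identical, while its methods and its section on NRP1 expression give them as different. The sequences printed in the paper differ, and the first bases of their sites in NRP1-206 lie 23 bases apart.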

Other observations

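All tests in this part were chosen only after the results were seen, except the list tests. Of the 10 splits of the 6 samples of a comparison into 3 and 3, 1 gave as many genes with an adjusted p-value under 0.05 as the real one, and that was the real split itself, in each of the 13 comparisons with 3 samples per group. The other splits gave at most 287 genes for MDA-MB-231 siNRP1#5, 69 for HS578T shNRP1#5 and 1 for the others. With 10 splits this share is never under 0.1, so chance cannot be excluded in this way. Where the numbers pair the samples, the real split also gave more genes than each of the 3 other splits that part every pair, which gave none.

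NRP1-204 has 29 bases outside the 4 transmembrane transcripts of the group. Its share of all NRP1 transcripts rises wherever the transmembrane transcripts fall more than it does. They were at 8.48, 16.9 and 5.79% of siNT after siNRP1#3 in SUM159PT, MDA-MB-231 and HS578T, and after shNRP1#3 the share rose by 13.6 percentage points while the soluble transcripts changed by -0.43 on the log2 scale. A larger share is thus no measure of more NRP1-204. For the rise of the soluble transcripts themselves after siNRP1#3 (1.24), more NRP1-204 and the assignment of reads between transcripts that share most bases cannot be told apart without reads over those 29 bases.

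Among the ranked 7-mers of the 3′ UTRs, GACATTA had the lowest z score of its shift after shNRP1#3 in all 3 cell lines. Its shift was -0.21 in SUM159PT, -0.13 in MDA-MB-231 and -0.18 in HS578T, adjusted for UTR length and GC content. GACATTA matches bases 6 to 12 of the assumed guide. A guide that starts 4 bases further along than assumed is a hypothesis drawn from these 3 values, and the data hold no reads of the small RNA that could test it.

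Markers of other cell lines were also seen outside the pair of HS578T and MDA-MB-231. In HS578T siNRP1#5 replicate 2, SUM159PT markers lay at 4.08 to 6.13% of their level, depending on the limits. In MDA-MB-231 shNRP1#3 replicate 3, SUM159PT markers lay at 1.53 to 2.64% and HS578T markers at 0.742 to 2.62%, where the lowest value rests on 1 gene. Subtracting the reads assigned to other cell lines changed the number of differentially expressed genes in HS578T siNRP1#3 from 914 to 635 (624 in both) and between shNT and siNT in HS578T from 3527 to 2652 (2649 in both).

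The list results that did not pass the threshold were as follows, with adjusted p-values from limma's fry. For the interferon list the median log2 fold change in SUM159PT was -0.43 with siNRP1#3 (3 of 17 higher, 0.112), -0.25 with shNRP1#3 (5 higher, 0.439) and -0.54 with shNRP1#5 (2 higher, 0.0559). In MDA-MB-231 it was -0.051 with siNRP1#5 (7 higher, 0.612) and -0.012 with shNRP1#3 (8 higher, 0.843). In HS578T it was 0.69 with siNRP1#3 (12 higher, 0.125), 0.11 with shNRP1#3 (9 higher, 0.917) and -0.029 with shNRP1#5 (8 higher, 0.526). The median of the proliferation list in SUM159PT was -0.74 with siNRP1#3 (0 of 20 higher, 0.125, and 0.0271 with the replicate number as a block), 0.87 with siNRP1#5 (17 higher, 0.232), -0.41 with shNRP1#3 (1 higher, 0.472) and -0.28 with shNRP1#5 (6 higher, 0.612). In MDA-MB-231 it was -0.077 with siNRP1#3 (6 higher, 0.112), -0.087 with shNRP1#3 (3 higher, 0.245) and 0.11 with shNRP1#5 (14 higher, 0.362). In HS578T it was -0.79 with siNRP1#3 (0 higher, 0.0979), 0.53 with siNRP1#5 (19 higher, 0.0979), -0.26 with shNRP1#3 (4 higher, 0.612) and 0.21 with shNRP1#5 (13 higher, 0.73).

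Of the 21 genes that the paper names, 15 were tested in SUM159PT and 19 in each of the others. After siNRP1#3, siNRP1#5, shNRP1#3 and shNRP1#5, 6, 5, 2 and 3 passed the threshold in SUM159PT over all genes tested (6, 8, 5 and 3 adjusted over the list alone), and 7, 11, 2 and 8 in MDA-MB-231 (7, 13, 4 and 10 adjusted over the list alone). In HS578T 3, 6, 0 and 1 passed it in the same order (4, 9, 1 and 1 adjusted over the list alone). NRP1 itself is on this list.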
